# Cinnamaldehyde triggers cell wall remodeling and enhances macrophage-mediated phagocytic clearance of *Candida albicans*

**DOI:** 10.3389/fcimb.2025.1647320

**Published:** 2025-09-15

**Authors:** Zhaoling Shi, Jiajia Lin, Wenqian Li, Feng Chen, Wenna Zhang, Yue Yang, Kelong Ma

**Keywords:** *Candida albicans*, cell wall, cinnamon, macrophage, phagocytic clearance

## Abstract

**Introduction:**

*Cinnamomum cassia*, a traditional Chinese medicinal herb, possesses cinnamaldehyde (CIN) with well-documented antifungal and immunomodulatory properties. Although CIN inhibits *Candida albicans* (*C. albicans*) growth, its role in macrophage-mediated clearance remains poorly understood.

**Methods:**

Here, we evaluated CIN's antifungal activity using MIC determination, spot assays, and time-growth curves. Cell wall disruption (β-glucan and chitin exposure) was assessed by transmission electron microscopy (TEM), confocal laser scanning microscopy (CLSM), and flow cytometry.

**Results:**

Transcriptomic and functional enrichment analyses revealed that CIN compromises cell wall integrity by altering 123 differentially expressed genes (DEGs), particularly those governing hyphal development, cell wall biosynthesis, and biofilm formation. Specifically, CIN downregulated genes associated with β-glucan exposure, mannosylation, and chitin synthesis, and upregulated components of the Cek1/MAPK pathway. CIN-enhanced macrophage phagocytosis significantly increased fungal clearance and reduced fungal escape, as shown by flow cytometry, propidium iodide staining, and lactate dehydrogenase release assays. CIN-pretreated fungi activated the Dectin-1/Syk/CARD9/NF-κB cascade, leading to elevated pro-inflammatory cytokine secretion.

**Discussion:**

Mechanistically, CIN induces β-1,3-glucan exposure on *C. albicans*, thereby promoting Dectin-1-mediated phagocytosis and clearance. These findings provide an experimental basis for developing CIN as a novel antifungal therapeutic.

## 1 Introduction

*C. albicans* is a commensal and pathogenic fungus that commonly colonizes the oral cavity, gastrointestinal tract, and urogenital system of healthy individuals (Wang et al., 2019). In immunocompetent hosts it maintains microbial equilibrium, but under immunosuppression or microbiome dysbiosis it becomes to pathogenic, causing infections ranging from superficial candidiasis to life-threatening systemic disease (Peroumal et al., 2022; Zhao et al., 2022). Current antifungal agents targeting membrane sterols (azoles/polyenes) or β-1,3-glucan synthesis (echinocandins) face declining efficacy due to emerging resistance. Rising azole resistance in *C. albicans* and pan-drug-resistant *Candida auris* strains–driven by both clinical overuse and environmental selection pressure–has become a major concern (Pristov and Ghannoum, 2019). Thus, developing novel antifungal agents and combination therapies is essential for overcoming resistance in invasive fungal infections (Fuentefria et al., 2018).

The fungal cell wall is the primary interface in host–pathogen interactions, functioning as both a structural barrier and a reservoir of immunostimulatory pathogen–associated molecular patterns (PAMPs) such as β-glucans and chitin. These PAMPs are recognized by host pattern-recognition receptors (PRRs), triggering defensive immune responses (De Assis et al., 2022). The wall’s architecture, comprising diverse polysaccharides and glycoproteins, directly dictates fungal virulence and immune evasion (Huo et al., 2025). *C. albicans* dynamically remodels its wall in response to environmental stresses, masking immunogenic epitopes while exposing β-glucans during immune attack to modulate host responses (Hopke et al., 2016). This remodeling regulates PAMP availability and strongly influences inflammatory outcomes (Esher et al., 2018; Li et al., 2024). Clinically relevant stressors such as caspofungin, acidic pH, and oxidative conditions compromise wall integrity, which exerts dual antimicrobial effects: direct fungicidal damage and enhanced immune recognition of exposed PAMPs (Sah et al., 2023).

Cinnamaldehyde (CIN), a bioactive constituent of *Cinnamomum cassia*, has attracted considerable attention for its antifungal properties. Studies demonstrate efficacy against multiple fungal pathogens, highlighting its therapeutic potential. CIN exerts multifaceted antifungal effects through cell structure disruption, metabolic interference, and induction of fungal apoptosis (Chen et al., 2019a; Huang et al., 2019). Our previous study revealed that CIN alleviates *C. albicans* infection in murine ulcerative colitis models by inducing surface β-1,3-glucan exposure (Ma et al., 2020). Nevertheless, the precise mechanisms through which CIN remodels the fungal cell wall and modulates subsequent immune recognition remain elusive.

The present study demonstrates that CIN strengthens host defense against *C. albicans* by disrupting fungal cell wall integrity to expose immunogenic β-1,3-glucan, thereby enhancing macrophage phagocytosis, and reducing fungal escape. Transcriptomic profiling and molecular docking further suggest key molecular targets underlying these effects. Our findings provide compelling experimental evidence for CIN as an immune-enhancing antifungal candidate.

## 2 Materials and methods

### 2.1 Cell lines, strains, and culture

THP-1 human macrophage and RAW 264.7 murine macrophage-like cell lines were sourced from the National Collection of Authenticated Cell Cultures (Shanghai, China). Cells were maintained in RPMI-1640 medium (for THP-1) or Dulbecco’s Modified Eagle Medium (for RAW 264.7), each supplemented with 10% (v/v) fetal bovine serum, and incubated at 37°C in a humidified incubator with 5% CO_2_. THP-1 cells were exposed to 100 ng/mL phorbol 12-myristate 13-acetate (PMA) (P8139, Sigma-Aldrich, USA) for 24 h to differentiate into macrophage-like cells. The identification of THP-1 macrophages is described in **Supplementary Figure S1**. The *C. albicans* strain SC5314 was supplied by Professor Yuanying Jiang from the Naval Medical University of China. *C. albicans* strain was grown in liquid YPD medium (HB5193-1, Hope Biotechnology, China) at 37°C to reach the exponential phase, then centrifuged at 800 × *g* and 4°C, and resuspended in phosphate-buffered saline (PBS, pH 7.0) at a concentration of 2.0 × 10^8^ colony-forming units (CFUs)/mL.

### 2.2 Antifungal assay

The MIC of CIN against *C. albicans* SC5314 was determined by the broth dilution method in 96-well plates, following the CLSI M27-A3 guidelines (Montoya et al., 2020; Pan et al., 2024). Briefly, two-fold serial dilutions of CIN (1.953 to 125 μg/mL) in RPMI 1640 medium (Gibco, 31800022) were dispensed into 96-well plates. A yeast inoculum (1×10^3^ CFU/mL) was added and incubated at 37°C for 24 h. The MIC was defined as the lowest drug concentration that inhibits visible cell growth.

### 2.3 Cell viability

*C. albicans* SC5314 viability was assessed by mitochondrial dehydrogenase activity using the Cell Counting Kit-8 (CCK-8; Biosharp Life Sciences, BS350B) (Jin et al., 2021). Yeast cells (2.0×10^6^ CFU/mL in RPMI 1640) were incubated with two-fold serially diluted CIN (7.8125 to 250 μg/mL) in 96-well plates at 37°C for 12 h. Next, 20 μL of CCK-8 reagent was added to each well and incubated at 37°C for 30 min. Absorbance was measured at 450 nm for each well using a K3 microplate reader (Thermo Scientific, USA).

### 2.4 Time-growth curve

Time-growth curves were assessed according to CLSI M26-A guidelines. *C. albicans* SC5314 in the logarithmic phase was adjusted to 5 × 10^5^ CFU/mL in RPMI 1640 (Gibco, 31800022) and incubated with CIN (15.625 to 62.5 μg/mL) or caspofungin (0.0039 μg/mL, Shanghai Yuanye Bio-Technology Co., Ltd., 179463-17-3) at 37°C with shaking (180 rpm). Aliquots were collected at 0, 4, 8, 12, 16, and 24 h, serially diluted in sterile PBS, plated on YPD agar (HB5193, Hope Biotechnology, China), and incubated at 37°C for 24 h. Viable colonies were enumerated and expressed as mean log^10^ CFU/mL ± SD (n = 3 biological replicates).

### 2.5 Spot assay

*C. albicans* SC5314 susceptibility to CIN was evaluated using a modified CLSI M44-A2 spot assay (Sharma et al., 2020). Logarithmic-phase yeast cells were serially diluted 10-fold in sterile PBS to concentrations of 1×10^2^ to 1×10^6^ CFU/mL. Then, the cells were incubated with CIN (15.625, 31.25, 62.50 μg/mL), caspofungin (0.0039 μg/mL, positive control), PRIM1640 (negative control) in a 1:1 ratio at 37°C for 24 h. A 5 μL volume of the co-incubation solution was spotted onto YPD agar. Plates were incubated at 37°C for 24 h. Growth inhibition was quantified by comparing colony density gradients to controls.

### 2.6 TEM

*C. albicans* SC5314 cells were pelleted (800 × *g*, 5 min) and fixed with 2.5% glutaraldehyde (G916054, Macklin, China) in 0.1 M sodium cacodylate buffer (pH 7.4) for 12 h at 4°C, and post-fixed with 1% osmium tetroxide (OsO_4_) for 1.5 h. Then, the samples were dehydrated through an ethanol gradient (30%→100%), infiltrated with Spurr’s epoxy resin, and polymerized at 60°C for 48 h. Ultrathin slices (70 nm) were cut using a Leica UC7 ultramicrotome, stained with 1% uranyl acetate (15 min), and Reynolds’ lead citrate (5 min), then examined using a HT7700 TEM at 80 kV (Hitachi, Japan). Morphological alterations were imaged at 10,000–50,000× magnification.

### 2.7 CLSM and flow cytometric analysis

Surface exposure of β-1,3-glucan was detected using a modified immunofluorescence method (Guirao-Abad et al., 2018; Wagner et al., 2023). *C. albicans* SC5314 cells were blocked with 3% BSA/PBS (w/v) for 1 h at 25°C, incubated with anti-β-1,3-glucan monoclonal antibody (Clone 400-2, Biosupplies, Australia, 1:200 dilution) at 37°C for 2 h, then labeled with Cy3-conjugated goat anti-mouse IgG (A22210, Abbkine, 1:500) for 1 h in the dark. For chitin detection, cells were stained with 10 μg/mL Calcofluor White (CFW; Sigma-Aldrich, 18909) in PBS for 30 min at 4°C with gentle shaking. After PBS-Tween washes, cells were affixed onto poly-L-lysine-coated slides. Confocal imaging was performed on a Stellaris 5 (60× oil objective; excitation/emission: Cy3 552/570 nm, CFW 405/433 nm). The fluorescence intensity was quantified using a BD FACSCelesta™ flow cytometer (BD Biosciences). CFW/β-glucan fluorescence intensity was analyzed using ImageJ v1.53 (NIH) with rolling ball background subtraction, and population statistics were processed with FlowJo v10.8.1 (BD Biosciences).

### 2.8 RNA isolation and sequencing

*C. albicans* SC5314 cells (2×10^5^ CFU/mL) were cultured in RPMI-1640 medium supplemented with 10% FBS at 37°C for 24 h, with or without CIN (31.25 μg/mL). Total RNA was extracted using the MJZol kit (Majorbio, Shanghai, China) according to the manufacturer’s protocol. The RNA quality was evaluated with the 5300 Bioanalyzer (Agilent, USA) and quantified using the ND-2000 (NanoDrop Technologies). Poly(A)-enriched mRNA was isolated with oligo(dT) beads and then converted to cDNA using a SuperScript kit (Invitrogen, CA, USA). The cDNA library was amplified with 15 PCR cycles using Phusion DNA polymerase and sequenced on an Illumina NovaSeq 6000 system (Majorbio, Shanghai, China). Raw and processed gene expression data are accessible in the GEO database under accession number GSE262904.

### 2.9 Transcriptomic analysis

Raw reads were trimmed and quality-checked with fastp v0.23.2 (Chen et al., 2018). Clean reads were aligned to the *C. albicans* SC5314 reference genome (GCF_000182965.3) using HISAT2 (Kim et al., 2015). Transcript assemblies were generated using StringTie v2.2.4 (Pertea et al., 2015) in reference-guided mode. Gene expression quantification was performed with RSEM v1.3.3 (Li and Dewey, 2011), with abundance reported in Transcripts Per Million (TPM). Differentially expressed genes (DEGs) were identified using DESeq2 v1.38.3 with an absolute log_2_ fold change >1 and a false discovery rate (FDR) <0.05. Gene Ontology (GO) functional enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using Goatools and KOBAS, respectively (Xie et al., 2011). Significance was defined as an FDR-corrected p-value ≤ 0.05 after multiple testing adjustment.

### 2.10 RT-qPCR

RNA was extracted from *C. albicans* SC5314 using the Yeast RNA kit (AC0501, SparkJade, China) and from THP-1 and RAW264.7 cells using the FastPure kit (RC112-01, Vazyme, China), following the manufacturer’s guidelines. RNA concentrations were assessed with a NanoDrop One (Thermo Scientific, USA). cDNA synthesis utilized 1 μg of total RNA with HiScript III RT SuperMix (Vazyme R323-01) under the following conditions: 42°C for 2 min to remove residual genomic DNA→55°C for 15 min→85°C for 5 s. RT-qPCR primers (**Supplementary Table S1**) amplified targets using SYBR Green Master Mix (11184ES08, YEASEN) on a LightCycler 96 (Roche): 95°C for 2 min → [95°C for 10 s → 60°C for 30 s] × 40 cycles → melt curve 65 to 95°C. *ACT1* (*C. albicans* SC5314) and *ACTB* (THP-1 and RAW264.7) served as internal reference genes for data normalization, and the 2-ΔΔCT method was used for relative quantification.

### 2.11 Molecular docking

Molecular docking simulations were performed to investigate interactions between CIN and 31 differentially expressed proteins implicated in fungal cell wall dynamics. The 3D structure of CIN (CID 637511) was obtained from the PubChem database and optimized using the MMFF94 force field in Open Babel v3.1.1. Target protein structures were obtained from AlphaFold DB (v2.3.2) with predicted local distance difference test (pLDDT) scores that exceeded 85. The docking study was performed using a semi-flexible docking approach with AutoDock Vina (version 4.2.6). Docking conformations were generated and analyzed for the lowest binding energy using PyMOL (v.2.5.4).

### 2.12 Macrophage phagocytosis assay

Fluorescence microscopy: RAW264.7 cells (6×10^5^ cells/well) and THP-1 cells (1.6×10^6^ cells/well) were seeded onto confocal plates and incubated overnight. *C. albicans* SC5314 (pre-treated ± 31.25 μg/mL CIN, 37°C for 12 h) was labeled with 10 μg/mL Calcofluor White-V450 (18909, Sigma-Aldrich, USA) for 10 min. Fungi and macrophages were co-cultured at multiplicity of infection (MOI) of 3:1 in RPMI-1640 for 1 or 3 h at 37°C. Non-internalized fungi were removed by three PBS washes. Cells were fixed with 4% paraformaldehyde (PFA; Beyotime P0099) and imaged using a Stellaris 5 confocal microscope (Leica, Germany). Phagocytic index = (Number of internalized fungi/Total macrophages) × 100 from ≥ 3 fields per group (Tripathi et al., 2020).

Flow cytometric analysis: Macrophages were co-cultured with CFW-labeled *C. albicans* (MOI 3:1) for 1 or 3 h. Cells were collected, washed with cold PBS, and stained with PE Anti-Mouse/Human CD11b Antibody (E-AB-F1081D, Elabscience) for 30 min at 4°C. Fluorescence density was measured using a BD FACS CelestaTM flow cytometer (BD Biosciences). Phagocytic rate (%) = [Number of macrophages phagocytosing *C. albicans* (CFW^+^CD11b^+^)/Total number of macrophages (CFW^+^CD11b^+^ + CD11b^+^)] × 100%.

### 2.13 Macrophage-mediated clearance assay of *C. albicans*

*C. albicans* SC5314 (1×10^6^ CFU/mL) was exposed to CIN (31.25 μg/mL) at 37°C for 12 h. The CIN-treated fungi were cocultured with RAW264.7 or PMA-differentiated THP-1 macrophages at an MOI of 3 in 96-well plates. After incubation (37°C, 1 or 3 h), supernatants were collected for XTT reduction assay to assess residual fungal metabolic activity. Fungal survival (%) was calculated as the ratio between OD_treated_ and OD_untreated_ at 492 nm. OD_treated_ represents the OD value of *C. albicans* treated with CIN and/or macrophages, while OD_untreated_ is set as OD value of *C. albicans* with no treatment. For intracellular fungal quantification, macrophages were washed twice with PBS and lysed with 0.5 mL of 2% (w/v) sodium dodecyl sulfate (SDS; Sigma-Aldrich) in PBS (15 min, 37°C). Lysates were serially diluted (10-fold in PBS), plated on YPD agar (HB5193, Hope Biotechnology, China), and incubated (37°C, 24 h). Colony-forming units (CFUs) were enumerated and normalized to macrophage-free *C. albicans* controls.

### 2.14 Lactate dehydrogenase cytotoxicity assay

RAW264.7 macrophages and PMA-differentiated THP-1 cells were cultured in 96-well plates and infected with *C. albicans* SC5314 at an MOI of 3 for 6, 10, 12, and 14 h. Supernatants (120 μL/well) were collected and centrifuged to remove debris. LDH release was quantified using an LDH Assay Kit (C0017, Beyotime Biotechnology, China) according to the instructions. Absorbance was measured at 490 nm. The relative release of LDH was calculated as the percentage of LDH activity in the cell culture supernatants compared to the total LDH activity in both the media and the cells.

### 2.15 Propidium iodide staining of macrophages

PMA-differentiated THP-1 macrophages were seeded in 96-well plates and cultured overnight. Cells were infected with *C. albicans* SC5314 pre-treated with or without CIN (31.25 and 62.5 μg/mL) at an MOI of 3, followed by the addition of 500 ng/mL PI (Sparkjade, China). Fluorescence microscopy was used to visualize and capture PI positive cells at 1, 4, 8, and 12 h post-infection, with observations carried out in a minimum of three independent fields of view. Macrophage counts in each field were quantified from images captured at the initial time point. The proportion of PI-positive cells was assessed by manually counting macrophages.

### 2.16 Western blotting

Cells were lysed using a mixture of RIPA buffer (P0013B, Beyotime), PMSF (ST506, Beyotime), and phosphatase inhibitor cocktail (P1081, Beyotime) prepared at a ratio of 100:1:2 (v/v/v). The total protein was isolated and quantified using the BCA assay (EC0001, Sparkjade). The proteins were then separated by SDS-PAGE, transferred to PVDF membranes (IPVH00010, Merck Millipore), and blocked with 5% (w/v) fat-free milk for 2 h. After washing with TBST, membranes were incubated overnight at 4°C with diluted primary antibodies, followed by a 1-h incubation at room temperature with HRP-conjugated secondary antibodies. Protein bands were visualized using the ECL chemiluminescent substrate and imaged with a Gel Imaging Analysis System (Tianneng, Shanghai, China). All antibody data (**Supplementary Table S2**) and original gel blots are presented in the supplementary file.

### 2.17 Statistical analysis

All experiments were carried out in triplicate and repeated in at least three biological replicates. Data are presented as mean values ± standard deviations. Statistical analysis was performed using SPSS v.26.0 (IBM, Chicago, IL, USA). Group differences were evaluated by one-way analysis of variance (ANOVA) followed by Tukey’s *post hoc* test for parametric data. Non-parametric data were analyzed using the Kruskal-Wallis test with Dunn’s multiple comparisons correction. A *P*-value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 CIN inhibits *C. albicans* proliferation and disrupts cell wall integrity

Broth microdilution assays determined a CIN MIC of 31.25 μg/mL against *C. albicans* (**Supplementary Figure S2**). Assessment of cell viability using the CCK-8 assay demonstrated concentration-dependent inhibition of *C. albicans* SC5314 growth (>7.8125 μg/mL), with near-complete metabolic suppression at 250 μg/mL (**Figure 1A**). SYTO9/PI double staining showed a significant increase in red fluorescence (dead cells) with rising CIN concentrations, confirming its inhibitory and fungicidal effects on *C. albicans* proliferation (**Supplementary Figure S3**). Time-growth curves revealed concentration- and time-dependent antifungal activity, showing significantly decreased log_10_CFU values in CIN-treated groups compared to controls (**Figure 1B**). CIN treatment also markedly impaired colony formation capacity (**Figure 1C**). TEM imaging demonstrated dose-dependent ultrastructural damage, including cell wall thinning, disintegration, cytoplasmic leakage, and uneven electron density (**Figure 1D**). Collectively, CIN inhibits *C. albicans* proliferation and compromises cell wall integrity.

**Figure 1:**
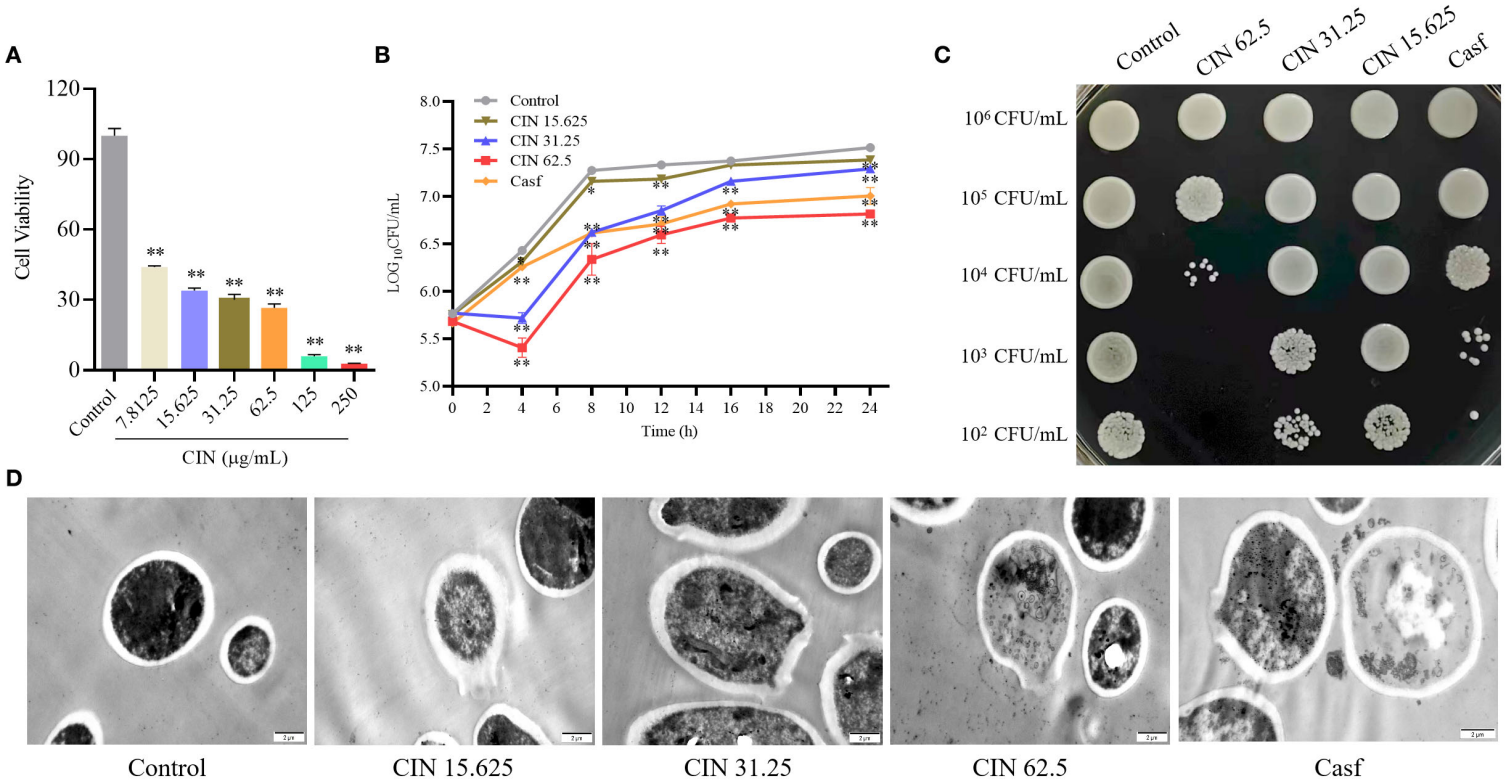
Antifungal activity of CIN against *C*. *albicans.* **(A)** Cell viability of *C*. *albicans* after 24 h exposure to CIN (0-250 μg/mL), assessed by CCK-8 assay. **(B)** Time-growth curve of *C*. *albicans* treated with CIN versus the untreated control. **(C)** Inhibitory effect of CIN on *C*. *albicans* colony growth on YPD plates. **(D)** Representative TEM images of *C*. *albicans*; scale bars: 2 μm. Significant differences from the control group are indicated as * *P* < 0.05, ** *P* < 0.01.

### 3.2 CIN induces cell wall remodeling in *C. albicans*

The impact of CIN on the cell wall structure of *C. albicans* was investigated using fluorescence microscopy and flow cytometry. After 12 h of exposure to CIN, exposure of β-1,3-glucan was observed in a concentration-dependent manner. The mean fluorescence intensity (MFI) in the 31.25 μg/mL and 62.5 μg/mL CIN groups was significantly higher than in the control group (**Figures 2A, C**). Furthermore, CIN treatment increased chitin deposition, as indicated by an increase in calcofluor white (CFW) fluorescence compared with the control (**Figures 2B, D**). These results demonstrate that CIN remodels the *C. albicans* cell wall by increasing surface exposure of β-1,3-glucan and promoting chitin deposition.

**Figure 2:**
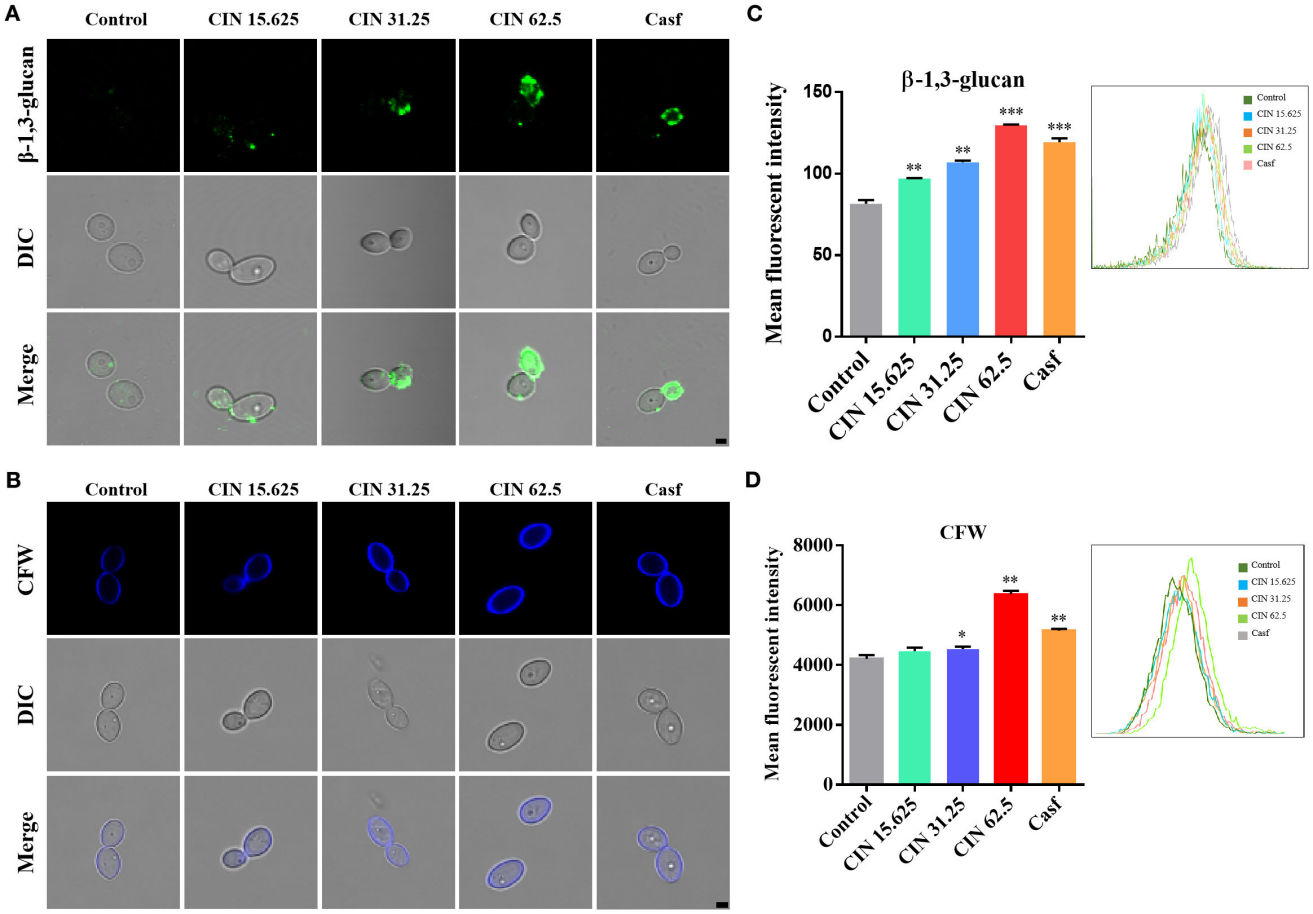
Surface exposure of β-1,3-glucan and chitin in *C*. *albicans*. **(A)** Representative immunofluorescence images of β-1,3-glucan exposure, stained with mouse anti-β-1,3-glucan antibody followed by Cy3-conjugated goat anti-mouse IgG (green). **(B)** Chitin staining with calcofluor white (CFW; blue). scale bar: 2 µm. Mean fluorescence intensity of **(C)** β-1,3-glucan and **(D)** total chitin was quantified by flow cytometry. Caspofungin (Casf., 0.0039 μg/mL) was set as the positive control. Significant differences compared with the control group are indicated as *P < 0.05, **P < 0.01 and ***P < 0.001.

### 3.3 Transcriptomic profiling of CIN-treated *C. albicans*

To investigate the mechanism of action of CIN, we performed transcriptomic analysis of CIN-treated cells. *C. albicans* SC5314 cells were cultured for 24 h with or without CIN (31.25 μg/mL) prior to total RNA extraction. 

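The sequenced libraries were 3 from *C. albicans* SC5314 grown for 24 h at 37 °C with 31.25 μg/mL CIN and 3 from cultures grown without CIN. The cultures started at 200000 CFU/mL. The sample labels give 5% DMSO for the control cultures and name no solvent for the CIN cultures, whereas the paper's text does not name DMSO. If only the control cultures held DMSO, its effect could not be told apart from that of CIN for any gene. RNA with a poly(A) tail was captured with oligo(dT) beads and sequenced in read pairs. The authors trimmed the reads with fastp, aligned them to the SC5314 genome with HISAT2, assembled transcripts with StringTie and estimated counts and length-scaled abundances (TPM) per gene with RSEM. RSEM divides a read that fits several genes between them, so its expected counts need not be whole numbers. Between 3.10% and 3.54% of the values in a library were not whole (tolerance 0.005). Whether the counting used the strand of the reads is not given in the sources used here.
Total counts were 13915411, 14757504 and 15494859 in control replicates 1, 2 and 3 and 14889597, 15061743 and 15912929 in CIN replicates 1, 2 and 3. In units of 1000000 counts, the means were 14.7 ± 0.79 in control and 15.3 ± 0.548 in CIN (SD, n = 3 each; two-sided exact permutation test, p = 0.4). The smallest p that 3 libraries against 3 allow is 0.1, so this test cannot exclude a difference in depth. Expected counts were rounded to whole numbers and normalized with edgeR's TMM method, whose factors lay between 0.952 and 1.04. After removal of genes with low counts by edgeR's filterByExpr, 5842 of 6263 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, which are the paper's thresholds.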

RNA sequencing of three biological replicates of each group generated 39.25 Gb of clean data (≥6.13 Gb per sample), with Q30 scores > 96.11% (**Supplementary Table S3**). 

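The clean reads of Supplementary Table S3 amount to between 20490461 and 22955975 read pairs per library. The deposited gene counts correspond to 67.5% to 69.8% of these pairs. The 10 most abundant genes of each library held 10.6 ± 0.471% of the counts in control and 8.72 ± 0.169% in CIN (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest possible). Single libraries had at least 1 count for between 6000 and 6012 genes. Over all 6 libraries, 6060 genes had at least 1 count. This total depends on the threshold for an expressed gene, which the methods do not give. It was 5846 with a mean TPM of at least 1 in either group, 5968 with at least 10 counts in either group and 6021 with a mean TPM above 0.1.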

Reference genome alignment achieved mapping rates ranging from 97.01 to 97.27%, yielding 5,846 expressed transcripts (**Supplementary Table S4**). 

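With at least 1 count in a group's 3 libraries as the threshold, 6021 genes were detected in both CIN and control. A further 18 genes were detected in CIN only and 21 in control only. The 18 genes had a median of 2.5 and at most 5.73 counts over the 3 CIN libraries together. The 21 genes had a median of 1 and at most 67.7 counts over the 3 control libraries. None of these 39 genes was called differentially expressed by edgeR. This is no evidence of equal expression, because most had so few counts that the filter on low counts removes them before testing. Leaving out CIN replicate 3 gave 13 genes in CIN only and 29 in control only, and leaving out control replicate 3 gave 27 and 16. With a mean TPM of at least 1 as the threshold, 5784 genes were detected in both groups, 25 in CIN only and 37 in control only.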

Comparative analysis identified 5,784 shared transcripts, with 37 exclusively expressed in CIN-treated cells and 25 unique to controls (**Figure 3A**). 

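Principal component analysis was run on log2 CPM (counts scaled to library size) of the 5842 tested genes, centred per gene. The first component held 67.5% of the variance and the second 9.83%. Scores on the first component were 15.3 ± 6.40 in CIN and -15.3 ± 6.59 in control (SD, n = 3 each), and the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible with 20 assignments). Control replicate 3 and CIN replicate 3 lay farthest out, at -22.7 and 22.6. On log2(TPM + 1) values, the shares of the first and second components changed to 55.3% and 20.3%. Hierarchical clustering into 2 clusters separated the 3 CIN from the 3 control libraries. Pearson correlations across genes lay between 0.992 and 0.995 within a group and between 0.966 and 0.989 between groups. Every pair of libraries differed by more than the sampling noise, with a chi-square statistic per degree of freedom of at least 6.56.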

Principal component analysis (PCA) and hierarchical clustering revealed that samples from different groups formed distinct clusters, whereas those from the same group clustered closely together, indicating strong intra-group correlation and unique transcriptome profiles (**Figures 3B, C**). 

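At both thresholds, edgeR called 124 genes, of which 14 were higher and 110 lower in CIN. Without the threshold on the fold change, 2205 genes passed the adjusted p, 1041 of them higher and 1164 lower. Most differences between the groups were therefore smaller than 2-fold. DESeq2, the tool of the methods, called 125 genes (15 higher, 110 lower), of which 121 were also called by edgeR. A test against a fold change of 1.5 with edgeR's glmTreat was the strictest alternative and called 59 genes (2 higher, 57 lower). The count depended on single libraries and ranged from 95 without control replicate 3 to 164 without control replicate 2. Of the 124 genes, 73 were called whichever library was left out. The number of higher genes was 27 without control replicate 1 and 6 without CIN replicate 3. It also depended on the scaling between libraries, with 26 higher and 90 lower genes under upper-quartile scaling and 31 and 84 under total-count scaling. Both of these scalings were added after seeing the data.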

CIN significantly impacted the *C. albica*ns transcriptome, resulting in 123 differentially expressed genes (DEGs): 15 upregulated and 108 downregulated (**Figure 3D**). Among the down-regulated genes, notable examples include *ECE1, GPR2, HSP104, SCW4*, and *HYR1*, which encode key regulators of hyphal growth, cell wall biogenesis, and biofilm formation.

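*ECE1* (chromosome 4, 726514 to 727329 in assembly ASM18296v3) had 79.8 ± 9.33 CPM in CIN and 246.9 ± 24.8 in control (SD, n = 3 each), a log2 fold change of -1.63 (standard error 0.10, adjusted p = 3.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HSP104*, which encodes a chaperone ATPase on chromosome R (1788887 to 1791586), had 117 ± 38.2 CPM in CIN and 1015 ± 565 in control. The log2 fold change was -3.12 (standard error 0.36, adjusted p = 7.5e-04, same test) and moved to -2.57 without control replicate 3. *SCW4* (chromosome 1, 530172 to 531908) was expressed at a low level, with 4.58 ± 1.01 CPM in CIN and 10.7 ± 2.69 in control. Its log2 fold change was -1.23 (standard error 0.22, adjusted p = 0.00325, same test). *HYR1* (chromosome 1, 2944587 to 2947346) had 43.2 ± 1.26 CPM in CIN and 88.0 ± 30.4 in control. Its log2 fold change of -1.03 (standard error 0.21, adjusted p = 0.00501, same test) was close to the threshold of -1 and was -0.78 without control replicate 2.
The count table holds no gene named *GPR2*. It holds *GRP2* (chromosome 5, 638962 to 639987), the name printed in Fig. 3D, with 35.6 ± 6.44 CPM in CIN and 334 ± 120 in control. This is a log2 fold change of -3.23 (standard error 0.23, adjusted p = 7.7e-05, same test). For all 5 genes the CIN and control libraries did not overlap, which 3 libraries against 3 give by chance, in either direction, in 10% of genes. The paper chose these genes from the same libraries, so this is not independent evidence.

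**Figure D1:**
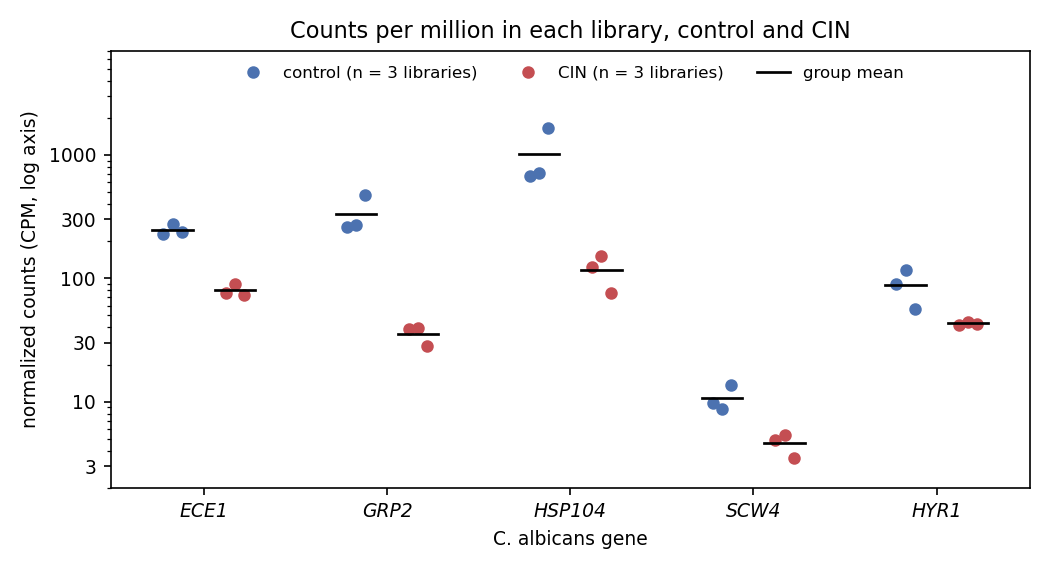
Normalized counts (CPM, TMM scaling, log axis) of 5 genes in the 3 control and 3 CIN libraries. Points are libraries and bars are group means; each gene's CIN libraries lie below its control libraries, from *SCW4* at 4.58 CPM in CIN to *HSP104* at 1015 CPM in control.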

**Figure 3:**
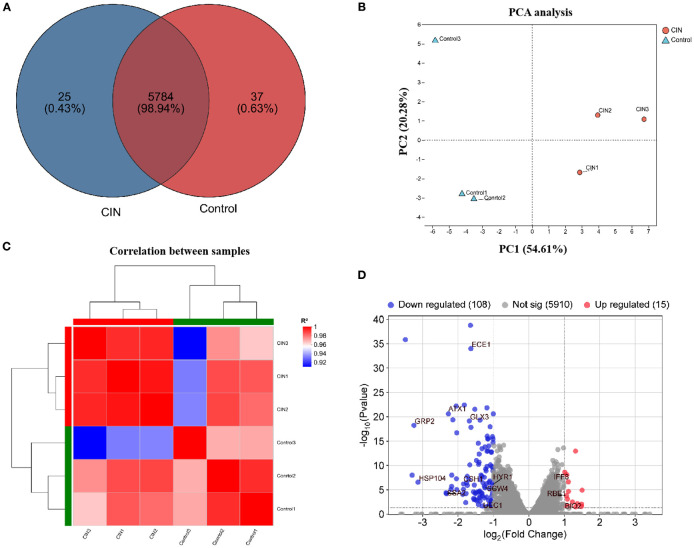
Transcriptomic profiling of *C*. *albicans* under CIN treatment. **(A)** Venn diagram showing transcript counts in CIN-treated versus untreated samples. **(B)** PCA plot illustrating sample correlation and reproducibility. **(C)** Hierarchical clustering heat map of gene expression; red indicates high correlation and blue indicates low correlation. **(D)** Volcano plot of DEGs with |log_2_FC| > 1 and FDR < 0.05; red dots indicate up-regulated and blue dots indicate down-regulated genes.

### 3.4 Functional annotation and enrichment of DEGs

GO analysis revealed significant alterations in cellular components, particularly in cell membrane parts, and in molecular functions including binding and catalytic activities (**Figure 4A**). These findings were consistent with the results of the functional annotation clustering analysis (**Supplementary Table S5**). 

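The count table carries the authors' Gene Ontology (GO) annotation for each gene. Of the 124 called genes, 99 had at least 1 GO term. Among cellular components, integral component of membrane was the most frequent term, with 29 called genes of 1331 tested genes that carry it. It was followed by cytosol with 16 of 381, cytoplasm with 15 of 856, and plasma membrane with 14 of 492. Among molecular functions, ATP binding was carried by 12 called genes of 516 and oxidoreductase activity by 10 of 143. These are counts of annotated genes and involve no test.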

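With the GO annotation of the deposited table in place of the annotation clusters, extracellular region was carried by 11 of the 99 annotated called genes. The term had 134 members among 5142 annotated tested genes, a 4.26-fold enrichment (one-sided Fisher's exact test, p = 4.5e-05; Benjamini-Hochberg adjusted p = 0.0129 over 2024 terms). The 11 genes were *ECE1*, *HSP70*, *HYR1*, *IFF8*, *MAL2*, *MFALPHA*, *OP4*, *RBE1*, *RBT1*, *SCW4* and *SSA2*. *HSP70* and *SSA2* had counts that were not whole in all 6 libraries, so part of their reads was shared with other genes. Positive regulation of cell-substrate adhesion reached 4 of 24 genes (adjusted p = 0.122, same test), and was carried by 1 called gene without control replicate 3 and by 2 without CIN replicate 3.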

Separate GO analysis of the 15 up-regulated genes produced no statistically significant enrichments, consistent with the primary response being dominated by repression of cell wall-related functions. 

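Of the 14 genes called higher in CIN, 9 carried a GO term. None of 2024 GO terms was enriched among them (one-sided Fisher's exact test, smallest Benjamini-Hochberg adjusted p = 0.496), and 16 terms had an unadjusted p under 0.05. The same test on the higher genes called by DESeq2 gave 0 terms, with 14 at an unadjusted p under 0.05. Among the 110 lower genes, 90 carried a term and 9 terms were enriched. The 2 higher genes with the GO term extracellular space were *RBE1* and CAALFM_C500530WA. When genes were taken at an adjusted p under 0.05 without a threshold on the fold change, 915 annotated higher genes gave 32 enriched terms and 1033 annotated lower genes gave 20.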

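Of the 124 called genes, 34 carried a KEGG pathway in the deposited annotation, and 1928 of the tested genes did. Galactose metabolism (*GAL10*, *GAL7*, *MAL2* and CAALFM_C504940WA) had 4 of 16 tested genes. Pyruvate metabolism (*ADH5*, *GLX3* and *GRP2*) had 3 of 47, and fructose and mannose metabolism had 2 of 20. All of these named genes were lower in CIN.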

KEGG annotation revealed that CIN significantly influenced carbohydrate and amino acid metabolism, with downstream effects on transport systems and on cellular processes that regulate cell growth and death (**Figure 4B**). GO enrichment further demonstrated that CIN mediated the disruption of protein folding, cell wall organization, hyphal cell wall biogenesis, and cell surface assembly (**Figure 4C**). 

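Among all called genes, 10 of 2024 GO terms were enriched at an adjusted p under 0.05. The strongest were chaperone binding (6 of 20 tested genes, 15.6-fold, adjusted p = 0.00276) and chaperone mediated protein folding requiring cofactor (5 of 14 genes, 18.5-fold, adjusted p = 0.00422, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). The genes behind them include *HSP104*, *HSP78*, *SIS1*, *AHA1* and *SBA1*, and *HSP70* and *SSA2*, whose reads were partly shared. The term protein folding itself was carried by 5 of 54 genes (p = 0.00358, adjusted p = 0.234, same exact test), and without control replicate 1 it was carried by 8 called genes (adjusted p = 0.0143, same exact test). Cell wall organization was carried by 4 of 39 genes (p = 0.00634, adjusted p = 0.347, same exact test). Hyphal cell wall was carried by *CSH1*, *ECE1*, *GLX3*, *HSP70* and *SSA2*, 5 of 60 genes (p = 0.00565, adjusted p = 0.318, same exact test). Cell surface was carried by 7 of 110 genes (adjusted p = 0.304, same exact test). These 3 cell wall and surface terms had more called genes than chance would give, at 5.33, 4.33 and 3.31 times the background rate, but were not past the adjusted threshold under any alternative that was run on all called genes.
Of a list of 20 chaperone and heat shock genes, 19 were tested. The list had a median log2 fold change of -0.98, with 9 genes called, all lower, and also 9 when adjusted over the list alone. Limma's camera test on the list gave a Benjamini-Hochberg adjusted p of 5.3e-08 over 8 lists with a preset correlation of 0.01 between genes. The adjusted p was 0.00641 with fry and 0.189 with the correlation estimated from the data. The theme of the list came from the paper's protein folding result on the same libraries, so these tests are not independent evidence.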

KEGG pathway enrichment analysis showed that CIN-responsive DEGs were primarily linked to carbohydrate metabolism, amino acid biosynthesis, and the MAPK pathway (**Figure 4D**).

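Galactose metabolism was the only 1 of 106 KEGG pathways enriched among the called genes (14.2-fold, one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0134). It was not past the threshold without control replicate 3, when no pathway was, and 2 pathways were past it without CIN replicate 3. Alanine, aspartate and glutamate metabolism had 4 of 28 tested genes and was not past the threshold (8.10-fold, adjusted p = 0.0649, same exact test). The yeast MAPK signaling pathway was carried by *GRP2*, *MFALPHA* and *TEC1*, 3 of 86 tested genes (1.98-fold, p = 0.191, adjusted p = 1, same exact test). The 9 genes of a list for arginine biosynthesis had a median log2 fold change of -0.68. Of these, 4 were called at both thresholds, all lower, the same number as when adjusted over the list alone. Without control replicate 3, *ARG4* (-0.85) and *CPA1* (-0.92) were no longer called. Limma's camera test gave the list an adjusted p of 0.0186, which was 0.0457 with fry and 0.414 with the estimated correlation. The GO term arginine biosynthetic process was enriched among all called genes, with 4 of 9 tested genes (23.1-fold, adjusted p = 0.00766, same exact test). Without control replicate 3 it was carried by 2 called genes.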

**Figure 4:**
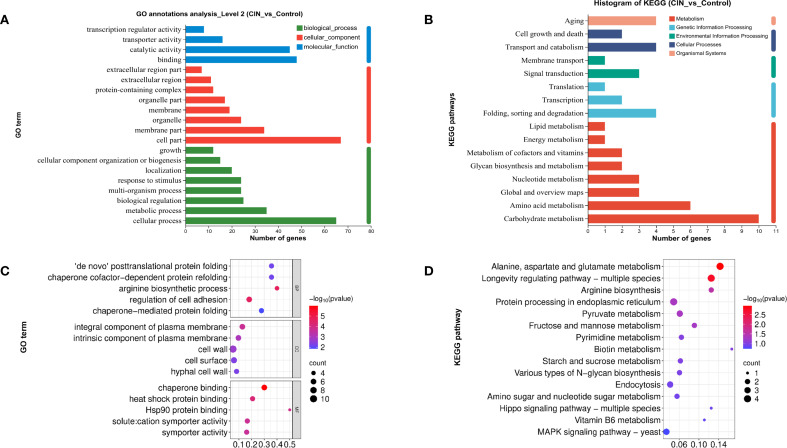
Functional annotation and enrichment analysis of DEGs in *C*. *albicans* after CIN treatment. **(A)** GO and **(B)** KEGG function annotation; **(C)** GO and **(D)** KEGG pathway enrichment analyses of the DEGs.

### 3.5 CIN alters expression of cell wall remodeling genes in *C. albicans*

To validate the transcriptomic findings, we performed RT-qPCR analysis on 35 cell wall-related DEGs identified through functional annotation clustering. 

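Supplementary Table S1 lists primers for 35 *C. albicans* genes besides *ACT1*, and all 35 were tested. In the RNA-seq counts, 28 of them were lower and 7 higher in CIN, with a median log2 fold change of -0.43. At an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, edgeR called 16 of the 35 genes, 15 lower and 1 higher. The number was also 16 when adjusted over the list alone, which is not independent evidence, since the paper chose the genes from these libraries. Without the threshold on the fold change, 24 of the 35 passed the adjusted p, 22 lower and 2 higher. Of the 35 genes, 28 had no overlap between the 3 CIN and 3 control libraries, against 10% by chance. DESeq2 also called 16, and the number fell to 9 with limma on log2(TPM + 1). Leaving out a library gave between 13 and 16, and 10 genes were called whichever library was left out.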

The qPCR results revealed that CIN markedly down-regulated 11 cell wall genes, including integrity regulators (*ECE1*, *HYR1*, *RBT1*), stress response mediators (*HSP70*, *GLX3*), ion transporters (*QDR1*, *MAL2*), and morphogenesis factors (*SSA2*, *CAS5*, *GAL10*, *ACE2*) (**Figure 5A**). CIN also suppressed 13 β-glucan biosynthesis-related genes, including structural components (*GSL2, PHR1, XOG1*), signaling elements (*CRZ2, CHK1*), glycosyltransferases (*OCH1*, *MNT1*, *MNT2*, *GSC1*), and regulatory factors (*KRE62, SCW4, SSN8, ANP1*) (**Figure 5B**). In addition, CIN significantly decreased the expression of key mannosyltransferase genes (*MNN14, MNN2, ANP1*) but increased that of the chitin synthase gene *CHS2* (**Figures 5B, C**), triggering excessive chitin deposition in the inner cell wall layer (**Figure 2**). Notably, CIN activated the Cek1 MAPK signaling pathway through up-regulation of *CEK1, CDC42, CST20*, and *STE11* (**Figure 5D**).

**Figure 5:**
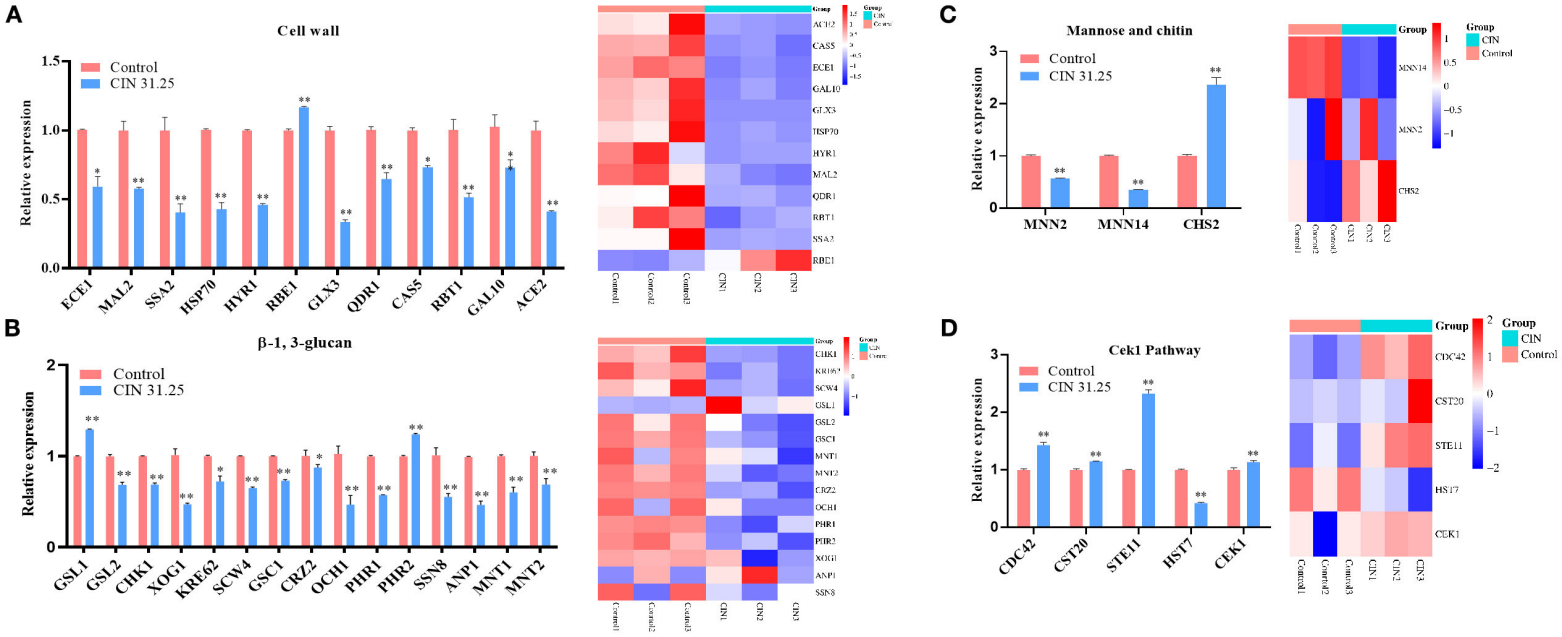
Expression validation of DEGs identified by transcriptome analysis. RT-qPCR was performed to validate DEGs related to the synthesis and degradation of **(A)** cell wall components, **(B)** β-1,3-glucan, **(C)** mannose and chitin, and **(D)** genes involved in the Cek1 pathway (left panels). Corresponding transcriptome heatmaps are shown (right panels). Statistical comparisons with the control group are indicated as *P < 0.05, **P < 0.01.

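The 12 cell wall genes of the first heatmap had a median log2 fold change of -1.51. The largest changes were in *SSA2* (-2.31, standard error 0.33, adjusted p = 0.00155, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *HSP70* (-1.84, standard error 0.23, adjusted p = 0.00112, same test). The values of these 2 genes are uncertain, because their counts were not whole in all 6 libraries, and *SSA2* was at -1.71 without control replicate 3. *MAL2* fell from 156 ± 42.3 to 46.9 ± 13.1 CPM (SD, n = 3 each), a log2 fold change of -1.73. *RBE1* rose from 3.92 ± 0.427 to 8.23 ± 2.17 CPM, a log2 fold change of 1.07 (standard error 0.22, adjusted p = 0.00531, same test), which was 0.89 without CIN replicate 3. *RBT1* (-1.03), *QDR1* (-1.46) and *CAS5* (-1.02) were not past both thresholds in at least 1 fit that left out a library. These were the fits without control replicate 2 and without CIN replicate 1 for *RBT1*, without control replicate 3 for *QDR1*, and without control replicate 3 and without CIN replicate 3 for *CAS5*.
Of the 15 genes named for β-glucan, 14 were lower in CIN and 4 were called. The called genes were *KRE62* (3.82 ± 0.429 CPM in control, 1.35 ± 0.379 in CIN), *CRZ2* (log2 fold change -1.44), *CHK1* (-1.37) and *SCW4*. Supplementary Table S1 lists *CRZ1* in place of *CRZ2*, and *CRZ1* had a log2 fold change of -0.15 (adjusted p = 0.132, edgeR). *GSC1* fell from 1951 ± 127 to 1249 ± 136 CPM, a log2 fold change of -0.64 (standard error 0.10, adjusted p = 0.00177, same test). *XOG1* (-0.37, adjusted p = 0.0207, edgeR) was not past the adjusted p without CIN replicate 2 and without CIN replicate 3. *OCH1* (-0.23), *MNT1* (-0.13), *SSN8* (-0.11) and *ANP1* (-0.03) were not past the adjusted p, and *ANP1* was at 0.08 under total-count scaling. Among the mannose and chitin genes, *MNN14* fell from 53.2 ± 1.03 to 26.5 ± 2.73 CPM (standard error of the log2 fold change 0.09, adjusted p = 3.2e-04, edgeR). It was just past the fold change threshold and was at -0.92 without CIN replicate 3. *MNN2* was not past the adjusted p, at 277 ± 12.8 CPM in CIN and 287 ± 3.21 in control (log2 fold change -0.05, adjusted p = 0.567, edgeR; 0.06 under total-count scaling).
In the Cek1 pathway, which passes signals from *CDC42* through *CST20*, *STE11* and *HST7* to *CEK1*, no gene was called. *CDC42* was higher (95.2 ± 6.41 CPM in control, 118 ± 1.77 in CIN, log2 fold change 0.31, standard error 0.07, adjusted p = 0.0107, edgeR). *HST7* was lower (-0.27, adjusted p = 0.0378, edgeR), but was not past the adjusted p without control replicate 3 or without any 1 of the CIN replicates. *CEK1* (0.04, adjusted p = 0.782, edgeR), *CST20* (0.06, adjusted p = 0.592, edgeR) and *STE11* (0.11, adjusted p = 0.295, edgeR) did not differ by more than the replicate spread. The sign of *CEK1* changed without control replicate 2 and that of *CST20* without CIN replicate 3. Limma's camera test with a preset correlation gave Benjamini-Hochberg adjusted p-values over 8 lists of 3.3e-06 for the cell wall list, 5.2e-05 for the β-glucan list and 0.582 for the Cek1 list. A list of 6 mannosylation genes (median -0.18) had an adjusted p of 0.0211 in the same test. With fry all 4 lists were past the threshold, and with the estimated correlation none was. Fry does not compare a list with the other genes, so passing it does not set a list apart from them. The paper chose these genes from the same libraries, so the set tests are not independent evidence. The paper reports β-glucan exposure from fluorescence microscopy and flow cytometry (not analysed here) after 12 h of CIN, whereas the libraries were taken at 24 h. It proposes lower β-glucan genes and higher *CHS2* as the mechanism. It also links the exposure to lower mannosyltransferase genes and to Cek1 signalling, with RT-qPCR as further evidence.

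**Figure D2:**
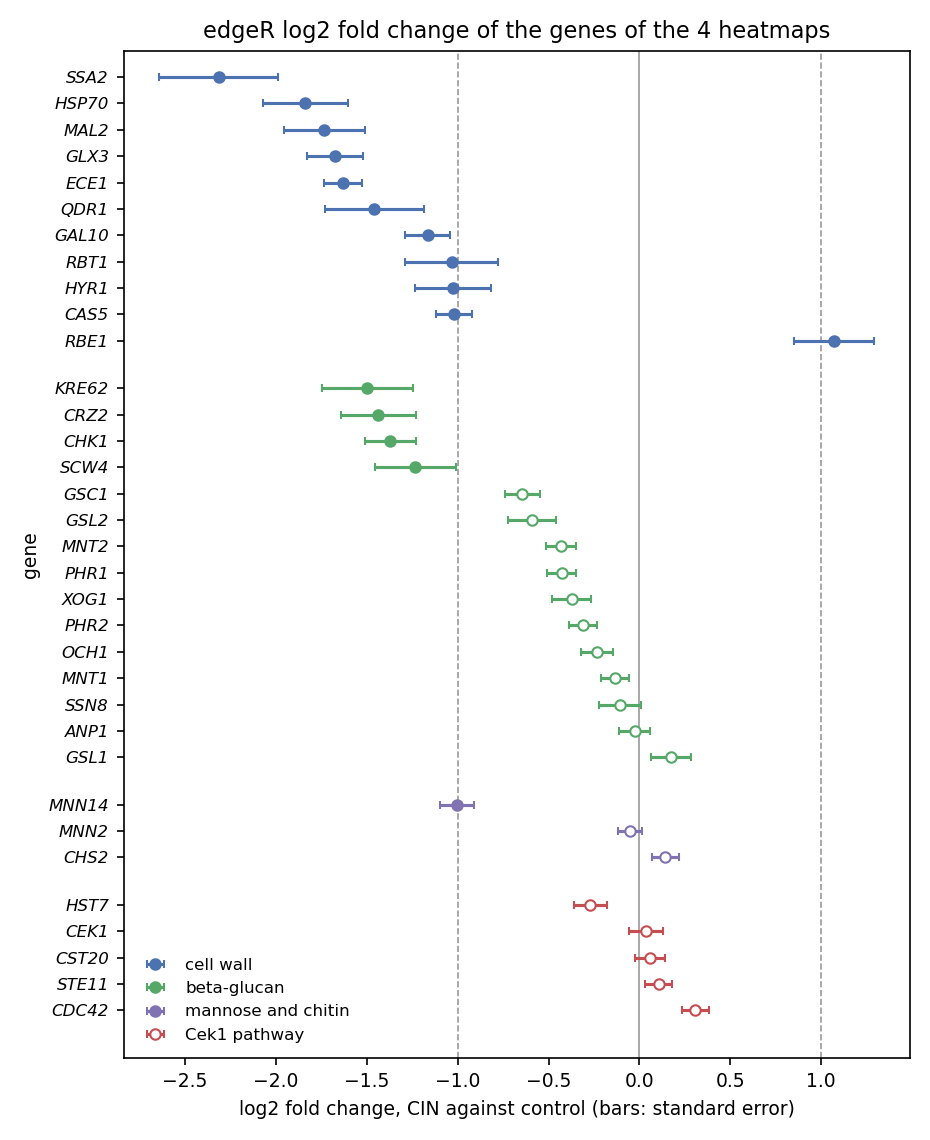
Log2 fold change in CIN against control (edgeR, 3 libraries per group) of 34 genes of the 4 heatmaps, grouped by panel, with standard errors as bars. Filled points are genes past both thresholds, open points are the others, and dashed lines mark 1 and -1. The 5 Cek1 genes are open and lie between -0.27 and 0.31.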

### 3.6 Molecular docking analysis

Molecular docking suggested potential binding of CIN to fungal cell wall targets (53.12% had binding energies of ≤-5.0 kcal/mol), including cell wall-associated proteins, β-glucan regulators, and Cek1 pathway components (**Supplementary Table S6**). Further, representative binding modes indicated hydrophobic interactions and hydrogen bonds constitute the primary binding mechanisms (**Supplementary Figure S4**). These *in silico* analyses suggest potential interaction sites between CIN and fungal proteins, although functional validation, such as suppressor mutation mapping, remains essential for mechanistic confirmation.

### 3.7 CIN enhances macrophage phagocytosis and clearance of *C. albicans*

To assess immune recognition, RAW264.7 and THP-1-derived macrophages were co-cultured with either CIN-pretreated or untreated *C. albicans*. Fluorescence microscopy revealed significantly enhanced phagocytosis of CIN-treated fungi, as demonstrated by increased phagocytic indices in both macrophage types at 1 h and 3 h post-infection (**Figures 6A-C**). Flow cytometry confirmed elevated phagocytosis frequencies, with significantly higher rates in the CIN-treated groups than in the controls at both time points (**Figures 7A-D**).

**Figure 6:**
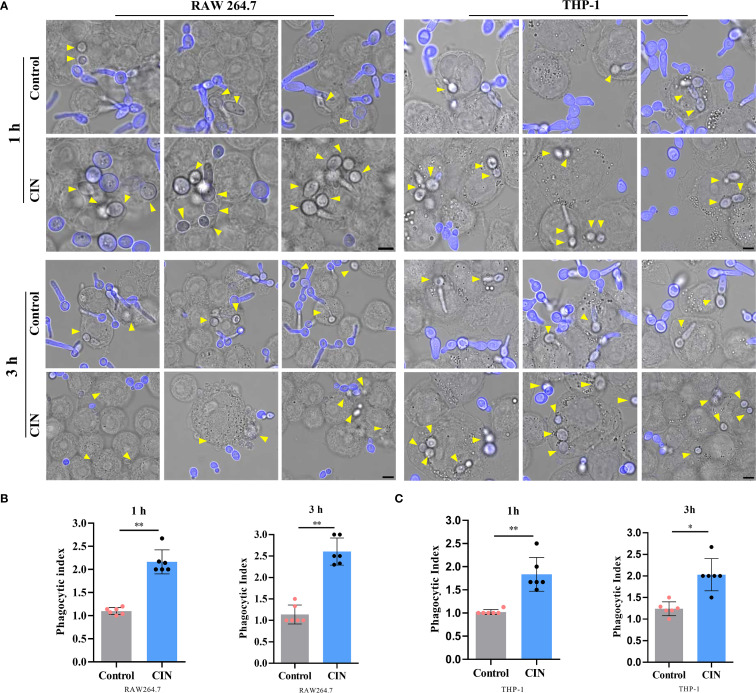
CIN enhances *C*. *albicans* phagocytosis by macrophages. **(A)** Representative fluorescent images of engulfed *C*. *albicans* (scale bar: 5 μm). RAW264.7 and THP-1-derived macrophages were incubated with *C*. *albicans* pretreated with CIN (31.25 μg/mL, 12 h) at an MOI of 3 for 1 and 3 h, respectively. External *C*. *albicans* cells were stained blue with CFW, while phagocytic cells remained unstained (yellow arrows). The phagocytic indices of RAW264.7 **(B)** and THP-1 **(C)** were calculated. Significant differences in comparisons with the control group: *P < 0.05, **P < 0.01.

**Figure 7:**
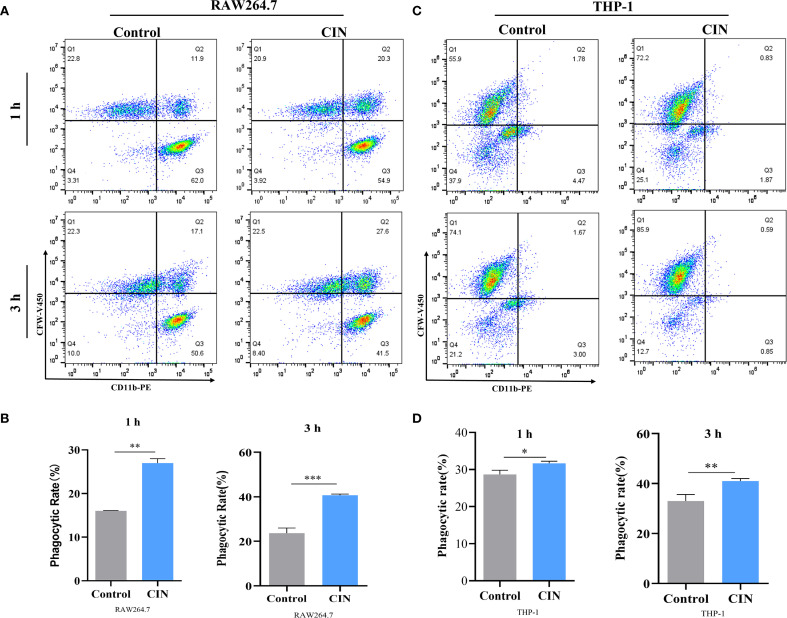
Phagocytic rates of RAW264.7 **(A, B)** and THP-1-derived macrophages **(C, D)** at 1 and 3 h are shown. Macrophages were stained with a PE-conjugated anti-CD11b antibody (X-axis). *C. albicans* SC5314 cells were pre-treated with or without CIN (31.25 μg/mL) for 12 h and then labeled with CFW-V450 (Y-axis) prior to co-culture. Phagocytosis was assessed by flow cytometry, and the phagocytic rate was defined as the percentage of CD11b^+^ CFW-V450^+^ cells within the live macrophage gate. Macrophages were incubated with *C. albicans* pretreated with CIN (31.25 μg/mL) for 12 h, and phagocytic rates were examined by FACS. Statistical significance versus the control group is denoted as *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.8 CIN enhances macrophage-mediated clearance of *C. albicans* and immune response

CIN-pretreated *C. albicans* exhibited a >60% increase in clearance by both RAW264.7 and THP-1-derived macrophages compared to the macrophage group (macrophages co-cultured with untreated *C. albicans*) or to the control group (*C. albicans* alone) (**Figures 8A, B**). CIN significantly enhanced the antifungal activity in RAW264.7 and THP-1 cells compared with the controls (**Figures 8C-F**). Colony-forming assays showed that the reduction in CFU in the co-culture system was significantly greater than the sum of the reductions caused by CIN alone and by macrophages alone (**Supplementary Table S7**). Consistent with enhanced phagocytic activity, the expression of proinflammatory cytokines TNF-α and IL-1β was significantly elevated in RAW264.7 and THP-1 macrophages after 1- and 3-hour co-culture with CIN pretreated *C. albicans*, while expression of the immunoregulatory IL-10 increased moderately (**Figure 9**).

**Figure 8:**
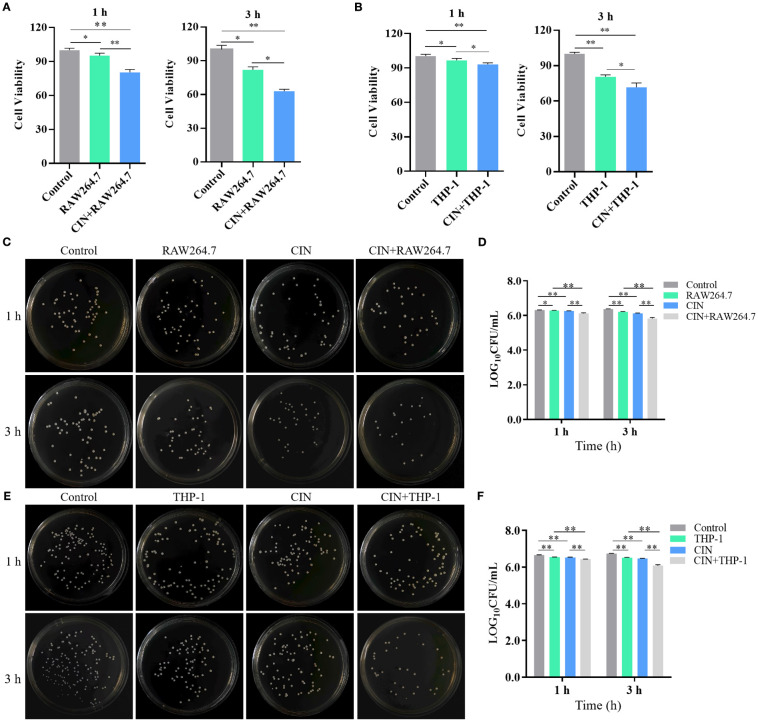
CIN enhances macrophage-mediated clearance of *C*. *albicans*. Survival of *C*. *albicans* following 1 or 3 h co-culture with **(A)** RAW264.7 and **(B)** THP-1-derived macrophages. *C*. *albicans* was pretreated with CIN (31.25 μg/mL) or vehicle for 12 h, then co-cultured with macrophages. Residual fungal metabolic activity was assessed via XTT reduction assays. Viable *C*. *albicans* CFUs were quantified after 1 or 3 h co-culture with **(C, D)** RAW264.7 and **(E-F)** THP-1 cells. Fungi were plated on YPD agar and incubated at 37 °C for 24 h. Statistical significance is indicated as *P < 0.05 and **P < 0.01.

**Figure 9:**
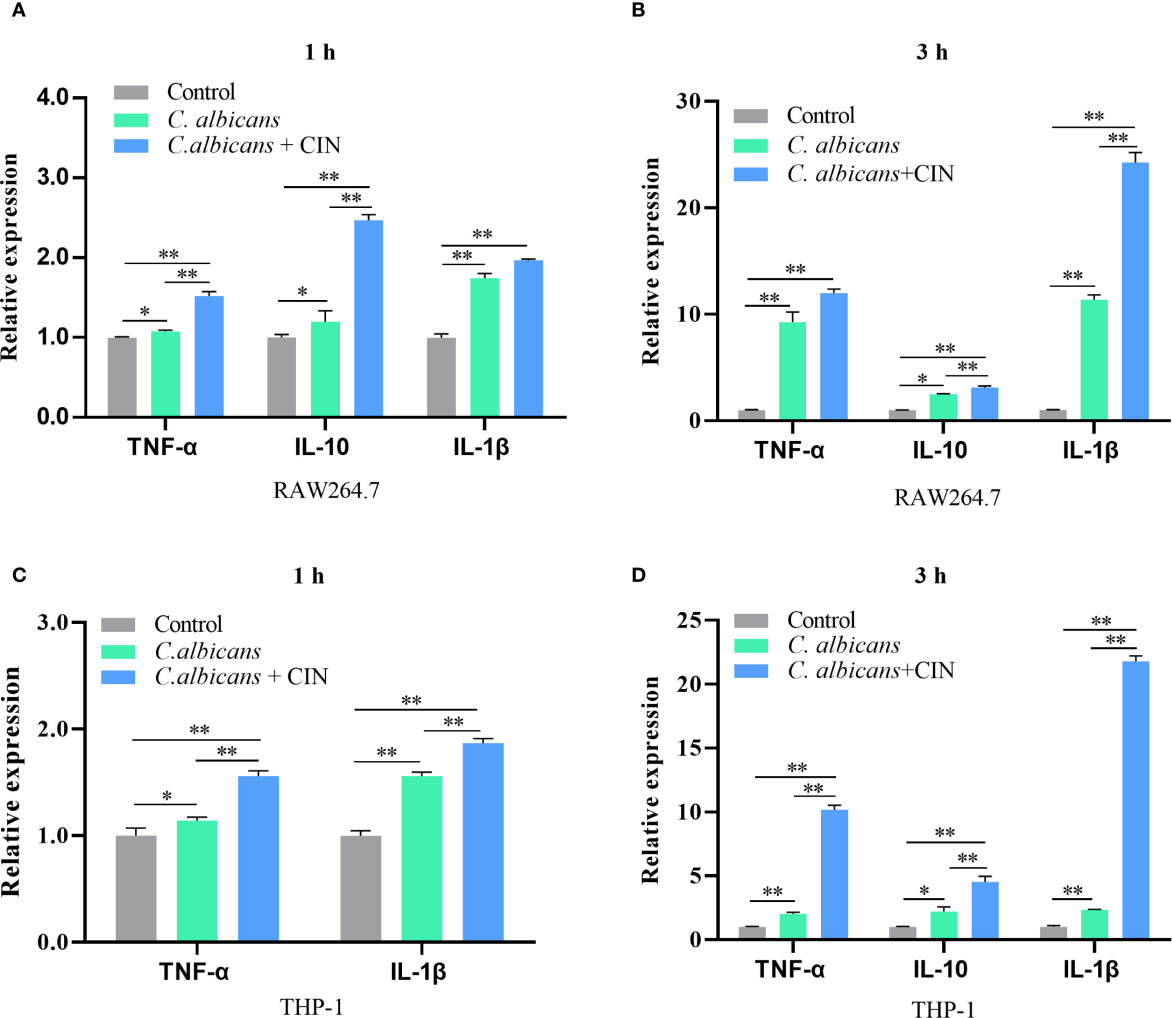
CIN modulates cytokine responses in macrophages during *C*. *albicans* infection. **(A, B)** TNF-α, IL-1β, and IL-10 mRNA expression in RAW264.7 cells and **(C, D)** THP-1 cells were measured after 1 or 3 h infection with *C*. *albicans* pretreated with CIN (31.25 μg/mL, 12 h) using RT-qPCR. Statistical significance is denoted as *P < 0.05 and **P < 0.01.

### 3.9 CIN inhibits *C. albicans* escape from macrophages

Macrophage cell death induced by *C. albicans* is pivotal for both the fungal pathogen and the host. *C. albicans* uses this mechanism to escape and spread, whereas macrophages counter by releasing cytokines to trigger immune responses. PI staining of live cells was conducted to evaluate loss of membrane integrity *in situ*. After infection with *C. albicans*, the proportion of PI-positive cells rose steadily, indicating cell rupture and release of intracellular contents. Infection with CIN-treated *C. albicans* caused less macrophage membrane damage, as indicated by fewer PI-positive macrophages compared with the untreated control (**Figures 10A-D**). Assessment of macrophage lysis, measured by lactate dehydrogenase (LDH) release, showed a time-dependent increase upon challenge with untreated *C. albicans*. CIN pretreatment significantly reduced LDH release relative to macrophages infected with untreated *C. albicans*, demonstrating that CIN suppresses *C. albicans*-induced macrophage death (**Figures 10E, F**).

**Figure 10:**
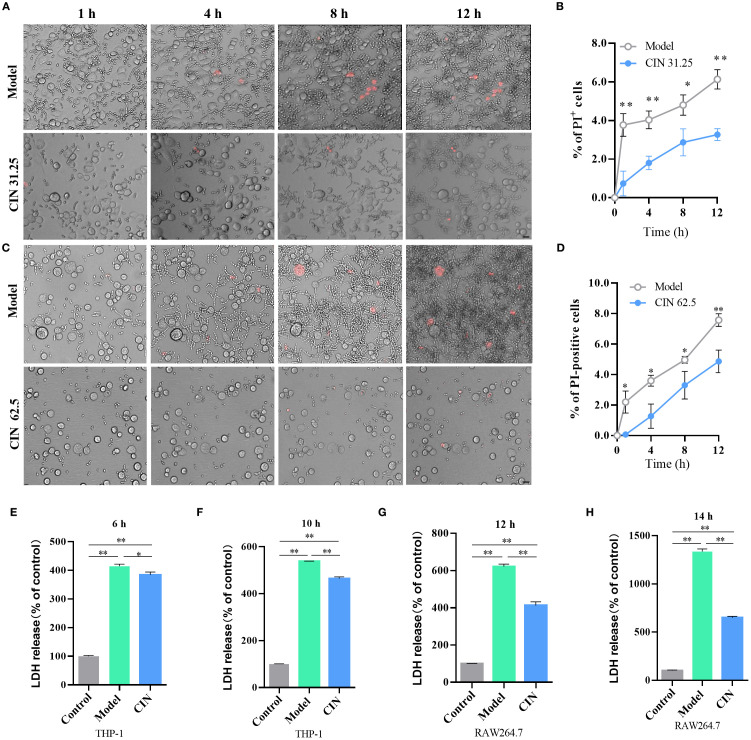
CIN attenuates *C. albicans* escape from macrophages. **(A, C)** Representative microscopy images of THP-1-derived macrophages showing *C. albicans* escape dynamics. Scale bar: 100 µm. **(B, D)** Quantification of PI-positive cells at each time point. **(E-H)** LDH release was measured at 6 and 10 h post-infection in THP-1 macrophages and at 12 and 14 h post-infection in RAW264.7 macrophages after challenge with *C. albicans* pretreated with CIN (31.25 μg/mL, 12 h). Control, uninfected macrophage; Model, macrophage co-cultured with untreated *C. albicans*; CIN: macrophage co-cultured with *C. albicans* pretreated with CIN (31.25 μg/mL, 12 h). Statistical significance is indicated as *P < 0.05 and **P < 0.01.

### 3.10 CIN enhances macrophage antifungal response against *C. albicans* via Dectin-1 signaling

Dectin-1 serves as the critical receptor for β-glucan recognition on immune cells. To investigate CIN’s immunomodulatory mechanism, we analyzed Dectin-1 signaling components (Dectin-1, SYK, and CARD9), NF-κB activation, and proinflammatory cytokines (TNF-α and IL-1β) in RAW264.7 and PMA-differentiated THP-1 macrophages during a 24-h fungal infection. CIN-pretreated *C. albicans* markedly enhanced Dectin-1 receptor expression, activated downstream signaling (SYK phosphorylation and CARD9 recruitment), and induced NF-κB phosphorylation in both THP-1 (**Figures 11A-E**) and RAW264.7 macrophages (**Figures 11F, G**). This cascade increased the secretion of TNF-α and IL-1β compared with the untreated *C. albicans*-infection group. Crucially, laminarin (a Dectin-1 inhibitor) abrogated these effects, confirming the critical role of Dectin-1 in CIN-mediated antifungal immunity.

**Figure 11:**
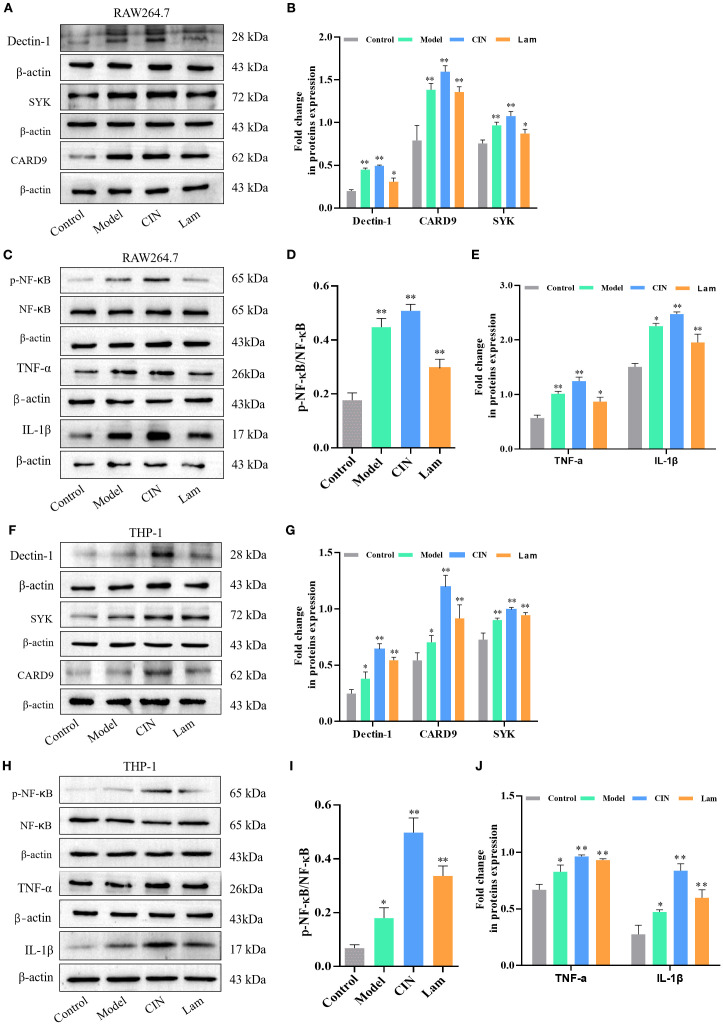
CIN amplifies macrophage activity against *C. albicans* through the Dectin-1 signaling pathway. **(A-E)** Dectin-1, SYK, CARD9, NF-κB, TNF-α and IL-1β protein levels in RAW264.7 and **(F–J)** THP-1 cells, were examined after 12 h infection with *C. albicans* pretreated with CIN (31.25 μg/mL, 12 h); macrophages were either pre-treated or not with laminarin (1.0 mg/mL, 30 min). Control, uninfected macrophages; Model, macrophages co-cultured with untreated C*. albicans*; CIN, macrophages co-cultured with *C. albicans* pretreated with CIN; Lam: macrophage pre-treated with laminarin and then co-cultured with *C. albicans* pretreated with CIN. Statistical comparisons with the control group are indicated as *P < 0.05, **P < 0.01.

## 4 Discussion

Research into drugs that modulate the host immune response to fungal pathogens is crucial for developing new antifungal therapies. This approach not only targets the pathogen directly but also enhances the host’s capacity to combat infections, potentially leading to more effective treatment strategies. This study demonstrates that CIN triggers exposure of β-glucan and chitin on the *C. albicans* cell wall, thereby promoting phagocytosis while attenuating macrophage cell death. To our knowledge, this is the first report to demonstrate CIN’s mode of action in augmenting macrophage-mediated clearance of *C. albicans* through enhanced phagocytosis and pro-inflammatory cytokine production.

Previous studies have shown that CIN effectively kills *Candida* species by disrupting the cell structure and altering metabolic processes, leading to cell death (Chen et al., 2019a; Huang et al., 2019). The present study shows that the MIC of CIN against *C. albicans* SC5314 is 31.25 μg/mL, aligning with previous research findings (Taguchi et al., 2013). Time-growth curves reveal that CIN significantly inhibits *C. albicans* growth within the first 12 h. TEM assays show that CIN compromises the integrity of the *C. albicans* cell wall and exposes β-glucan. We previously reported that antifungal agents, such as CIN and sodium houttuyfonate unmask the inner β-glucan (Ma et al., 2020, 2021; Wang et al., 2024). These structural modifications coincide with increased chitin content in CIN-treated cultures, a phenomenon also observed after exposure to micafungin and caspofungin (Guirao-Abad et al., 2018; Wagner et al., 2023).

Beta-glucan and chitin are recognized as key PAMPs that activate immune responses via interaction with pattern-recognition receptors (PRRs) on immune cells. The molecular mechanisms by which CIN modifies the structure of the fungal cell wall to enhance β-glucan exposure remain unexplored. Transcriptome sequencing identified 123 DEGs in *C. albicans* following CIN treatment. It is important to note that our transcriptomic analysis reflects the state of *C. albicans* after 24 h of CIN treatment, capturing adaptive responses alongside primary effects. Future studies using acute time points will be crucial to identify the direct molecular targets of CIN. Functional annotation clustering indicated that these genes were associated with the extracellular region, hyphal cell wall and cell surface. RT-qPCR confirmed that CIN down-regulated genes responsible for β-glucan masking. These genes orchestrate sophisticated mechanisms to conceal the immunogenic β-1,3-glucan. CHK1 facilitates β-glucan sequestration within the inner cell wall matrix, thereby evading phagocyte detection (Klippel et al., 2010). XOG1 enzymatically trims exposed β-1,3-glucan chains via exo-β-1,3-glucanase activity (De Assis et al., 2022). PHR2 remodels β-glucan crosslinks that are critical for structural integrity (Popolo et al., 2017). 

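In the RNA-seq counts, *GSL1* (chromosome 1, 1169206 to 1173921 in assembly ASM18296v3) had 40.1 ± 5.01 CPM in CIN and 35.6 ± 2.91 in control (SD, n = 3 each). The difference was within the replicate spread (log2 fold change 0.17, standard error 0.11, adjusted p = 0.233, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PHR2*, a 1,3-β-glucanosyltransferase gene (chromosome 1, 37851 to 39485), was lower, with 270.7 ± 17.6 CPM in CIN and 336 ± 17.8 in control. Its log2 fold change was -0.31 (standard error 0.08, adjusted p = 0.0113, same test) and stayed between -0.36 and -0.26 with each library left out in turn.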

Intriguingly, GSL1 and PHR2 exhibited paradoxical up-regulation post-CIN treatment, which is discordant with transcriptomic trends. This up-regulation discrepancy may reflect post-transcriptional regulation or compensatory feedback loops, necessitating proteomic validation. Concurrently, CIN suppressed mannosyltransferases (MNN2, MNN14) essential for outer mannan layer biosynthesis, destabilizing the fungal cell wall and promoting β-glucan exposure. 

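*GSL2* (chromosome R, 192172 to 197094 in assembly ASM18296v3) had 42.5 ± 8.08 CPM in CIN and 64.0 ± 6.23 in control (SD, n = 3 each). This was a log2 fold change of -0.59 (standard error 0.13, adjusted p = 0.00766, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PHR1* (chromosome 4, 970514 to 972160) had 616 ± 44.7 CPM in CIN and 828 ± 33.6 in control, a log2 fold change of -0.43 (standard error 0.08, adjusted p = 0.00335, same test). Both genes passed the adjusted p with each library left out in turn, and neither passed the 2-fold threshold. The chitin synthase gene *CHS2* (chromosome R, 1926708 to 1929737) had 248 ± 8.09 CPM in CIN and 224 ± 16.4 in control. Its log2 fold change of 0.14 (standard error 0.07, adjusted p = 0.151, same test) was positive in every fit that left out a library, and the CIN and control libraries overlapped.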

Our data demonstrate that CIN-induced transcriptomic alterations, specifically downregulation of β-glucan biosynthesis genes (e.g., *GSL2*, *PHR1*) and upregulation of chitin synthase (e.g., *CHS2*), collectively drive β-glucan unmasking through two synergistic mechanisms: 1) Reduced β-glucan deposition thins the inner wall layer, directly exposing concealed epitopes due to impaired *de novo* biosynthesis (Da et al., 2019; Degani and Popolo, 2019). 2) Compensatory chitin overproduction disrupts wall architecture, where *CHS2*-mediated chitin fibrils displace glucan chains and create spatial gaps, enhancing accessibility to immune receptors (Wheeler, 2023).

Molecular docking revealed high-affinity interactions between CIN and Cek1 pathway components, cell wall-associated proteins, and β-glucan regulators. Notably, the Cek1 MAPK pathway, recognized as a regulator of β-glucan exposure (Wagner et al., 2022), exhibited activation patterns. Specifically, the upstream components (CDC42, CST20, STE11, and CEK1) were up-regulated, while the downstream effector HST7 was slightly suppressed. This aligns with literature reports in which Cek1 activation correlates with β-glucan unmasking (Chen et al., 2019b, 2022; Wagner et al., 2022). CIN likely undermines *C. albicans* cell wall integrity by disrupting fungal β-glucan masking, obstructing mannan-dependent immune evasion, and altering Cek1-mediated stress adaptation.

Cell wall structural polysaccharides are vital in mediating interactions between fungi and the host immune system, initiating innate immune responses that are crucial for defending against fungal infections. Treatment with antifungal agents such as caspofungin can induce β-glucan unmasking, thereby enhancing β-glucan recognition by host immune cells (Wagner et al., 2023; Van Boerdonk et al., 2024). Our findings show that CIN markedly increases the phagocytic rate in both RAW264.7 and THP-1 cells. Furthermore, these increases in phagocytosis enhance macrophage-mediated inhibition of fungal propagation and *C. albicans* clearance, alongside elevated cytokine levels that promote pathogen elimination.

The immune escape mechanism of *C. albicans* in macrophages is a multi-level process that involves morphological transformation, cell wall component regulation, and modulation of host signaling pathways. *C. albicans* evades macrophage recognition and phagocytosis by regulating its cell wall components or masking β-glucans (Hameed et al., 2021; Horton et al., 2021). Conversely, once engulfed, *C. albicans* undergoes morphological transformation into hyphae, enabling it to breach the constraints imposed by immune cells and escape (Wilson and Lorenz, 2023). *C. albicans* employs a dual inflammasome strategy to subvert host immunity: Gasdermin D (GSDMD)-mediated pyroptosis facilitates fungal escape via host cell lysis, whereas GSDMD-independent IL-1β production paradoxically enhances antifungal defenses through neutrophil recruitment and Th17 polarization (Ding et al., 2021). Our study demonstrated that CIN disrupts fungal immune evasion strategies through two synergistic mechanisms (**Figure 12**). First, CIN enhances fungal recognition and phagosomal killing, significantly increasing macrophages phagocytosis of *C. albicans*. This involves activation of the Dectin-1 signaling pathway, evidenced by increased expression of Dectin-1, SYK, and CARD9, enhanced NF-κB phosphorylation, and elevated secretion of TNF-α and IL-1β. Second, CIN inhibits fungal escape and subsequent macrophage lysis, as indicated by fewer PI-positive macrophage cells and reduced LDH release. Collectively, CIN exerts dual immunomodulatory effects by suppressing fungal stress adaptation while enhancing PRR-driven pathogen recognition and cytokine-mediated mycotoxicity.

**Figure 12:**
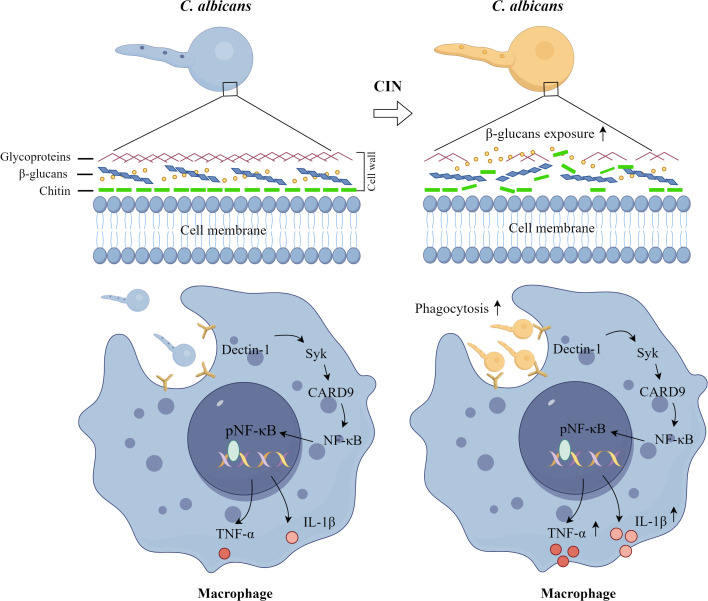
Proposed mechanism by which CIN enhances macrophage immunity against *C. albicans*. CIN promotes fungal detection and destruction through two mechanisms: it increases macrophage phagocytosis of *C. albicans* and activates the Dectin-1 signaling pathway.

In this study, we provide evidence that CIN modulates the cell wall composition of *C. albicans*, induces exposure of β-glucans, and enhances macrophage phagocytosis and clearance of *C. albicans*. Investigating these mechanisms will aid in creating new treatment strategies for *C. albicans* infections.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: Cinnamaldehyde triggers cell wall remodeling and enhances macrophage-mediated phagocytic clearance of Candida albicans
**Source:** Front Cell Infect Microbiol. 2025 Sep 15;15:1647320. doi: 10.3389/fcimb.2025.1647320
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Tables

Table S1 RT-qPCR primers used in this study

| **Gene** | **Forward primer (5’ to 3’)** | | **Reverse primer (5’ to 3’)** | |  |
| --- | --- | --- | --- | --- | --- |
| *Candida albicans* SC5314 | | | | |  |
| *ACT1* | TGCTGAACGTATGCAAAAGG | | TGAACAATGGATGGACCAGA | |  |
| *GSC1* | ATCAACAACCACTTGCTTCG | | CCCATTCTCTAGGCACGA | |  |
| *GSL1* | TATGTCATTCAACTCGCCTTCCTTG | | AATCAGATATTGCGGCACCTAACG | |  |
| *GSL2* | GGCATCACTTCGCTCCCAAAC | | AGCTTGTTCTAACTTGTCGTTCTCC | |  |
| *PHR1* | GGTTTGGTTCTGGTTGATGG | | AGCAGCAGTTCCTGGACATT | |  |
| *PHR2* | CTCCTCCATTTCCAGAACCA | | CGTCTGAATCAACCTTGTCG | |  |
| *OCH1* | GCCGATTGGTACGCTAGAAGAATAC | | AATTCACGCAACATTGGATGACCTC | |  |
| *CHK1* | TGGTTCCGCAAGACGAGAATATGG | | TGTGCCAATCCCTTCCTCACTTTC | |  |
| *SSN8* | GTAGCACTAATACTGGGCGAAATGG | | GGCTTCAACAACTTCATCGAGATTG | |  |
| *CDC42* | CCGTCATTTCTCCTGCTTCGTTTG | | TTATTGGCACACCGGGACAATGG | |  |
| *CST20* | GCGTTTGGCGGTGAGAATAATGC | | GTGGAGGCGGCGGAGGTG | |  |
| *STE11* | CCTGCTCATGATCGCCATTCTAC | | ACCAAATTCTCCATCTTCCTCACC | |  |
| *HST7* | CAAGCGGTAGCCTAAGGAGTTCTG | | TAGGTGGCGGGCGTTGTCTC | |  |
| *CEK1* | GCTCAGGCTCAGGCTCAGG | | TGAATGAAACTTGACGAGGGGAAG | |  |
| *ANP1* | CTTTGGACAGTCGCCGTTAAACC | | CAGGAAGAGGACGCCAAACATTG | |  |
| *MNT1* | TGGCTTCTACCAGATCGAATGCTC | | GCGGCGGGTGATTGTGTTTG | |  |
| *MNT2* | CACCACCACAATCACCTTCATCAC | | ATTCTTCAGGCACCTTGACGATTTG | |  |
| *MNN2* | CAGACGCTTGGGCCAGAACTAC | | GAGTTTGTCTTTACCGCCAGCTTG | |  |
| *MNN14* | ATTGTGCAGGGTATACGTGGTGTG | | CCCCTCATCCATATCTCCCCAAGC | |  |
| *SSA2* | GCTTACGGTGCTGCTGTCCAAG | | GGAGCGACATCCAACAACAACAAG | |  |
| *HSP70* | AAGATGCCGTTGTTACCGTTCCAG | | ATAAGCAATGGCAGCAGCAGTAGG | |  |
| *HYR1* | GCTCAGGCTCAGGCTCACAATC | | TTGTCCAGAACCAGCTTCAGAACC | |  |
| *CHS2* | AGAGGAAGAAGAAGAGGAAGGTGAG | | GACTTCTTGTTGTGGAGGAGGTTC | |  |
| *ECE1* | GCCATCATCCACCATGCTCCAG | | CAGGAACAGTAGGTGCTTGGTCAG | |  |
| *MAL2* | AGAGGTTGAGCCGTGGATGAGAG | | CAATGAATGGTCGTCACCGTCCTG | |  |
| *RBE1* | AACTCCAGCTCCATCTTCGTCAAC | | GCGGTAGGTGTAGCGTCTGAATC | |  |
| *GLX3* | AGTTGCTGAAAAGGAAGGTGCTAC | | AGATTGTGGGTTGACACCAGTAAC | |  |
| *QDR1* | GGTTGGTGCAGCATTGATTTCAGG | | AAGTGACTCCTCCACCGATAGCC | |  |
| *CAS5* | GCCCGTTGTTGATGATGTCAATGG | | TCGCCACTTTCCCCTTCTTATTGC | |  |
| *RBT1* | TCTCCAGTTGCTCCAGGTGTCG | | AGCAGATGGTTGAATGGCAGGAAC | |  |
| *GAL10* | GCATGGTGGTGCAAATGGATTCG | | GCTCACCTGGGAACCCATCATTAC | |  |
| *ACE2* | ACAACAACAACAGCAACAGCAACC | | AATGTGGTTCTGGCGATGAGTTCC | |  |
| *KRE62* | ACCACGGCCAACAAGATGAAGATC | | TTGCCATTGCCATTGCCATTGC | |  |
| *XOG1* | GTCGCTGGTGAATGGTCTGCTG | | CCCTCATAACGTGCTCCTCTGTTG | |  |
| *CRZ1* | GGTGGTGGTGGTAGTAGTAACGATG | | TTGGATTGGTCGAAGTTCTTGATGC | |  |
| *SCW4* | CCAATTCACAACCACAAGCACCAG | | GGAGCAGCAGTAGCAGAAGTAACG | |  |
| *Mus musculus* | | | | |  |
| *TNF-α* | AAGCCTGTAGCCCACGTCGTA | | AAGGTACAACCCATCGGCTGG | |  |
| *IL-1β* | CAACCAACAAGTGATATTCTCCATG | | GATCCACACTCTCCAGCTGCA | |  |
| *IL-10* | CTTACTGACTGGCATGAGGATCA | | GCAGCTCTAGGAGCATGTGG | |  |
| **Gene** | | **Forward primer (5’ to 3’)** | | **Reverse primer (5’ to 3’)** | |
| *Homo sapiens* | |  | |  | |
| *TNF-α* | | GGGGATTATGGCTCAGGGTC | | CGAGGCTCCAGTGAATTCGG | |
| *IL-1β* | | GCCAGTGAAATGATGGCTTATT | | AGGAGCACTTCATCTGTTTAGG | |
| *IL-10* | | ACCAAGACCCAGACATCA | | TTCACAGGGAAGAAATCG | |
| *GAPDH* | | ATGGAGAAGGCTGGGGCTC | | AAGTTGTCATGGATGACCTTG | |

**Table S2** Information of antibodies used in this study

| Antibody Name | Company | Cat No. | Dilution ratio |
| --- | --- | --- | --- |
| IL-1β | Abcam | EPR23851-127 | 1/1000 |
| TNF-a | Abcam | ab215188 | 1/1000 |
| Dectin-1 | BIOSS | bs-2455R | 1/500 |
| SYK | Zen-bio | 821293 | 1/500 |
| NF-κ B | AB Clonal | A19653 | 1/2000 |
| p-NF-κ B | AB Clonal | AP1294 | 1/1000 |
| CARD9 | Affinity | DF8387 | 1/1000 |
| β-actin | Zen-bio | 200068-8F10 | 1/1000 |
| Mouse secondary antibody | Zen-bio | 511103 | 1/10000 |
| Rabbit secondary antibody | Zen-bio | 511203 | 1/10000 |

**Table S3** Statistical results of sequencing data

| **Sample** | **Raw reads** | **Raw bases** | **Clean reads** | **Clean bases** | **Error rate(%)** | **Q20(%)** | **Q30(%)** | **GC content**  **(%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CIN1 | 43853256 | 6621841656 | 43611064 | 6515334470 | 0.0119 | 98.82 | 96.30 | 37.56 |
| CIN2 | 44075728 | 6655434928 | 43833938 | 6539088791 | 0.0118 | 98.83 | 96.36 | 37.58 |
| CIN3 | 45869514 | 6926296614 | 45613476 | 6791617499 | 0.0118 | 98.86 | 96.45 | 37.72 |
| Control1 | 41204312 | 6221851112 | 40980922 | 6130965973 | 0.0118 | 98.86 | 96.45 | 37.42 |
| Conrtol2 | 43212326 | 6525061226 | 42967414 | 6423466489 | 0.012 | 98.76 | 96.11 | 37.70 |
| Control3 | 46185880 | 6974067880 | 45911950 | 6851657797 | 0.0119 | 98.79 | 96.20 | 37.49 |

**Table S4** Statistics of sequencing data comparison results

| **Sample** | **Total reads** | **Total mapped(%)** | **Multiple mapped(%)** | **Uniquely mapped (%)** |
| --- | --- | --- | --- | --- |
| CIN1 | 43611064 | 42388177 (97.20%) | 817979 (1.88%) | 41570198 (95.32%) |
| CIN2 | 43833938 | 42631824 (97.26%) | 841928 (1.92%) | 41789896 (95.34%) |
| CIN3 | 45613476 | 44345814 (97.22%) | 920338 (2.02%) | 43425476 (95.2%) |
| Control1 | 40980922 | 39755286 (97.01%) | 711983 (1.74%) | 39043303 (95.27%) |
| Conrtol2 | 42967414 | 41793603 (97.27%) | 810815 (1.89%) | 40982788 (95.38%) |
| Control3 | 45911950 | 44547176 (97.03%) | 760532 (1.66%) | 43786644 (95.37%) |

\

**Table S5** The functional annotation clustering analysis of DEGs

| **Term** | **Count** | **%** | **P Value** | **Fold Enrichment** | **FDR** |
| --- | --- | --- | --- | --- | --- |
| Extracellular region | 12 | 16.2162 | 0.0003 | 4.7318 | 0.0011 |
| Hyphal cell wall | 7 | 9.4595 | 0.0004 | 7.1441 | 0.0058 |
| Cell surface | 9 | 12.1622 | 0.0005 | 4.7318 | 0.0058 |
| Cell wall | 7 | 9.4595 | 0.0017 | 5.1625 | 0.0086 |
| Secreted | 8 | 10.8108 | 0.0017 | 4.3181 | 0.0086 |
| Fungal-type cell wall | 6 | 8.1081 | 0.0288 | 3.4131 | 0.1578 |
| Positive regulation of cell-substrate adhesion | 5 | 6.7568 | 0.0009 | 10.9946 | 0.0386 |
| Positive regulation of cell adhesion involved in single-species biofilm formation | 5 | 6.7568 | 0.0012 | 10.3283 | 0.0391 |
| C2H2-type 1 | 3 | 4.0541 | 0.0113 | 17.9201 | 0.3408 |
| C2H2-type 2 | 3 | 4.0541 | 0.0113 | 17.9201 | 0.3408 |
| Regulation of transcription by RNA polymerase II | 8 | 10.8108 | 0.0124 | 3.1162 | 0.2923 |
| Cell adhesion | 5 | 6.7568 | 0.0143 | 5.0417 | 0.1190 |
| RNA polymerase II cis-regulatory region sequence-specific DNA binding | 5 | 6.7568 | 0.0401 | 3.7846 | 0.6799 |
| N-linked (GlcNAc...) asparagine | 9 | 12.1622 | 0.0086 | 3.0146 | 0.3408 |
| Plasma membrane | 15 | 20.2703 | 0.0388 | 1.7408 | 0.1698 |
| MFS_dom | 7 | 9.4595 | 0.0003 | 7.4375 | 0.0565 |
| Major facilitator superfamily (MFS) profile | 7 | 9.4595 | 0.0004 | 6.9689 | 0.0506 |
| MFS_sugar_transport-like | 5 | 6.7568 | 0.0005 | 12.7500 | 0.0565 |
| MFS_trans_sf | 7 | 9.4595 | 0.0020 | 5.1990 | 0.1375 |
| **Term** | **Count** | **%** | **P Value** | **Fold Enrichment** | **FDR** |
| Arginine biosynthetic process | 4 | 5.4054 | 0.0002 | 30.2963 | 0.0188 |
| Arginine biosynthesis | 4 | 5.4054 | 0.0021 | 14.4281 | 0.0778 |
| Alanine, aspartate and glutamate metabolism | 4 | 5.4054 | 0.0059 | 10.1531 | 0.1073 |
| Stress response | 7 | 9.4595 | 0.0001 | 7.9872 | 0.0035 |
| Misfolded protein binding | 4 | 5.4054 | 0.0008 | 20.4952 | 0.0847 |
| Chaperone cofactor-dependent protein refolding | 4 | 5.4054 | 0.0024 | 14.3509 | 0.0650 |
| Longevity regulating pathway - multiple species | 4 | 5.4054 | 0.0087 | 8.8430 | 0.1073 |
| Cellular response to heat | 4 | 5.4054 | 0.0281 | 5.9275 | 0.3381 |

**Table S6** Molecualr docking analysis

**Table S7** Quantitative analysis of the synergistic effect between CIN and macrophages against *C. albicans*

| **Group** | Log_10_ CFU Reduction (Mean ± SD) | | |
| --- | --- | --- | --- |
|  | 1 h | | 3 h |
| CIN alone (in RPMI) | 0.05 ± 0.01 | | 0.25 ± 0.02 |
| RAW264.7 + Untreated Fungi | 0.03 ± 0.01 | | 0.16 ± 0.03 |
| RAW264.7+ CIN-treated Fungi | 0.20 ± 0.03** | | 0.54 ± 0.04* |
| Significantly greater than the sum of the CIN and RAW264.7 groups (***P* < 0.01, **P* < 0.05) | | | |
| **Group** | Log_10_ CFU Reduction (Mean ± SD) | | |
|  | 1 h | 3 h | |
| CIN alone (in RPMI) | 0.13 ± 0.01 | 0.26 ± 0.01 | |
| THP-1 + Untreated Fungi | 0.11 ± 0.01 | 0.23 ± 0.01 | |
| THP-1+ CIN-treated Fungi | 0.23 ± 0.02 ns | 0.66 ± 0.04** | |

Significantly greater than the sum of the CIN and THP-1groups (***P* < 0.01)

## Supplementary Figures

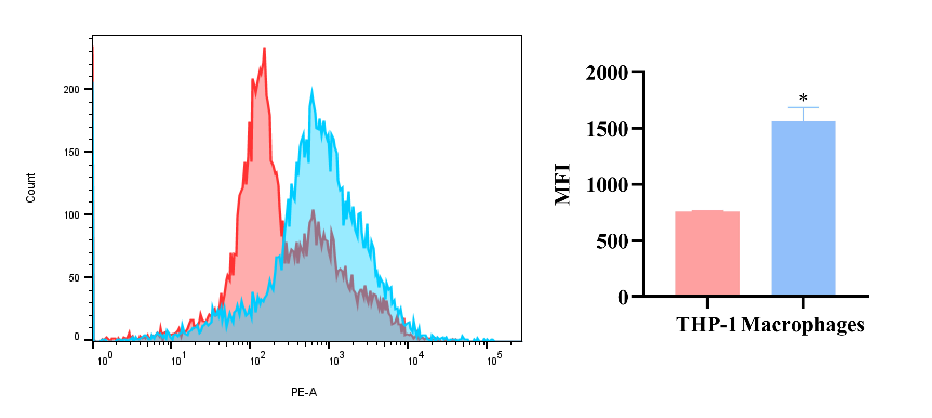

**Supplementary Figure S1.** Induction and identification of THP-1-derived macrophages

THP-1 cells were treated with 100 ng/mL phorbol 12-myristate 13-acetate (PMA) for 24 h. After harvesting, cells were incubated with PE Anti-human CD11b Antibody (E-AB-F1081D, Elabscience, China), and analyzed by BD CELFace™ flow cytometry using FlowJo software. Differences from the THP-1 group are considered significant at * p < 0.05.

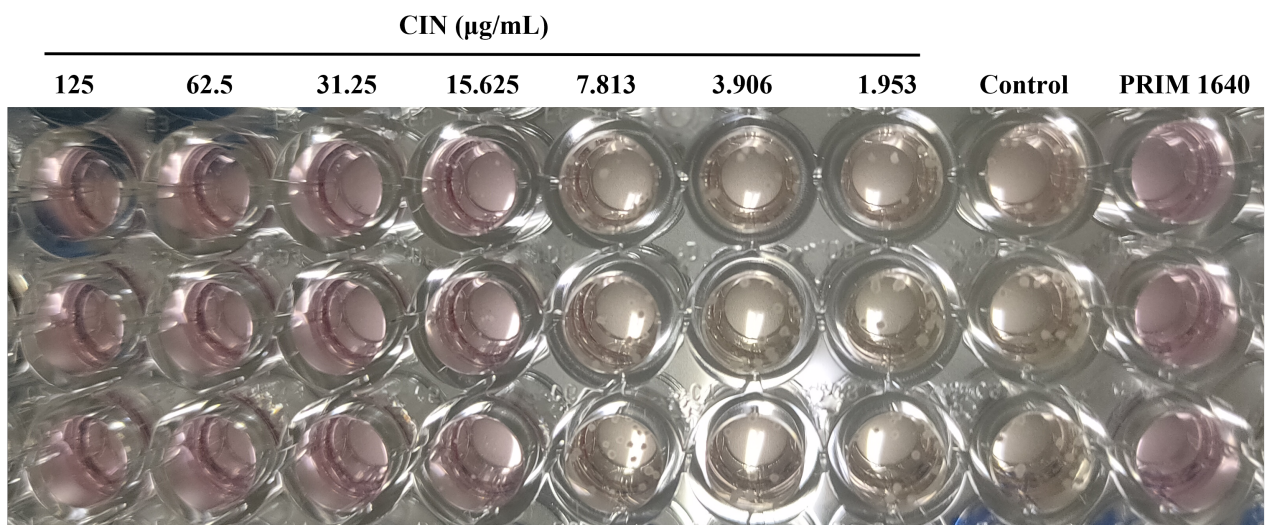

**Supplementary Figure S2.** Susceptibility assay of *C. albicans* SC5314 to cinnamaldehyde (CIN). The MIC of CIN against *C. albicans* was assessed using the broth dilution method in 96-well plates according to CLSI M27-A3 guidelines.

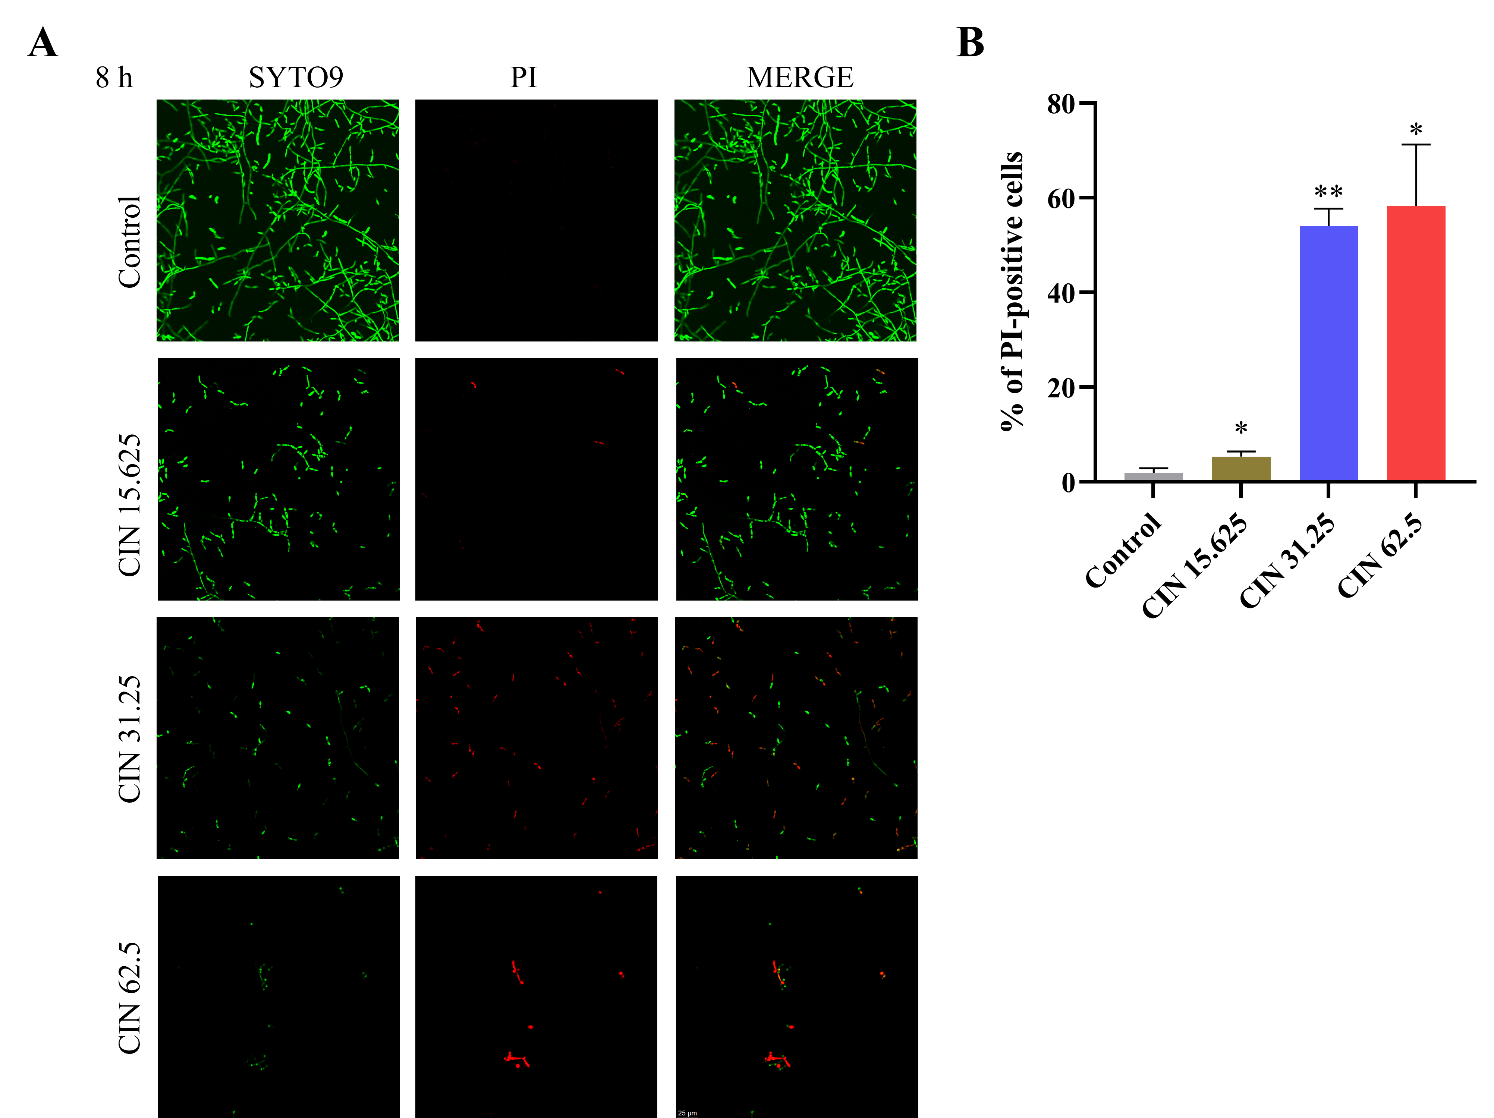

**Supplementary Figure S3. Evaluation of the effect of CIN on the cell viability of *Candida albicans* SC5314** (A) Representative fluorescence microscopy images of *C. albicans* SC5314 cells after treatment with the indicated concentrations of CIN for 8 h. Viable and dead cells were distinguished by SYTO9 (green, intact membranes) and propidium iodide (PI; red, compromised membranes) staining (MX4234-80T Kit, Shanghai Maokang Biotechnology). Scale bar: 20 μm.
(B) Quantitative analysis of cell death. The percentage of PI-positive cells was calculated from multiple fields of view and is presented as mean ± SD (n=3 independent experiments). ***P* < 0.01, **P* < 0.05 vs. untreated control (one-way ANOVA with Dunnett's post hoc test).

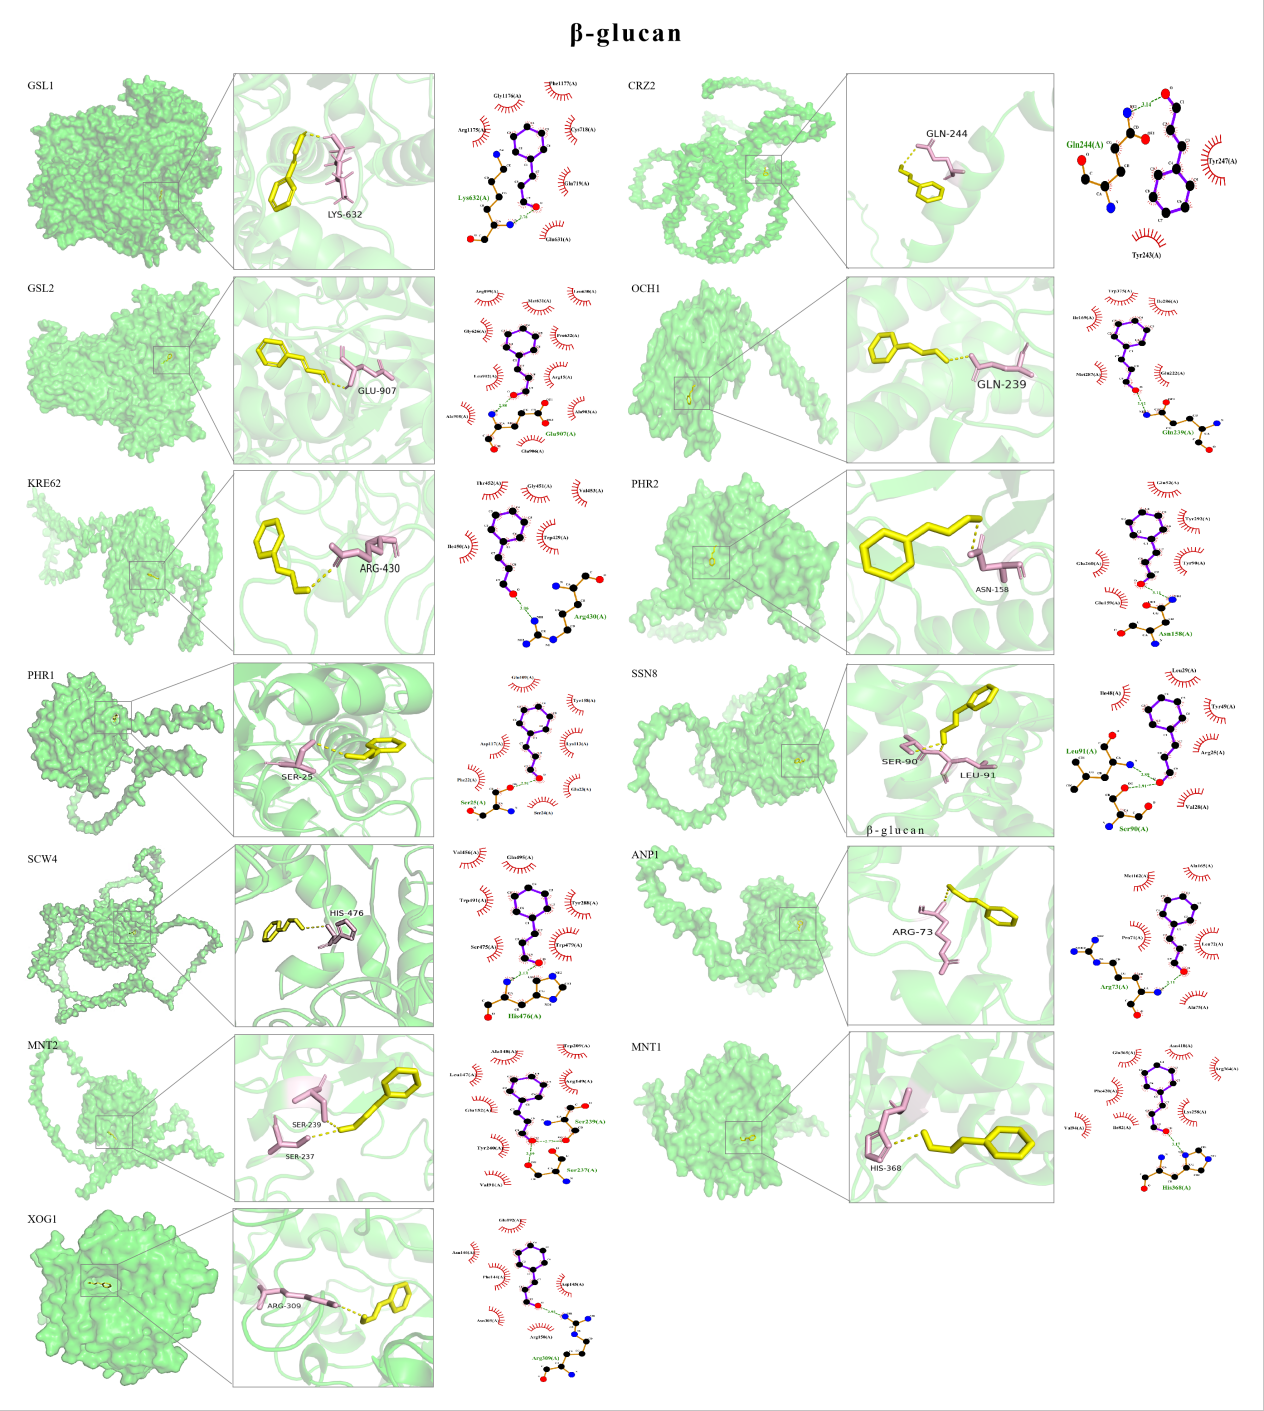

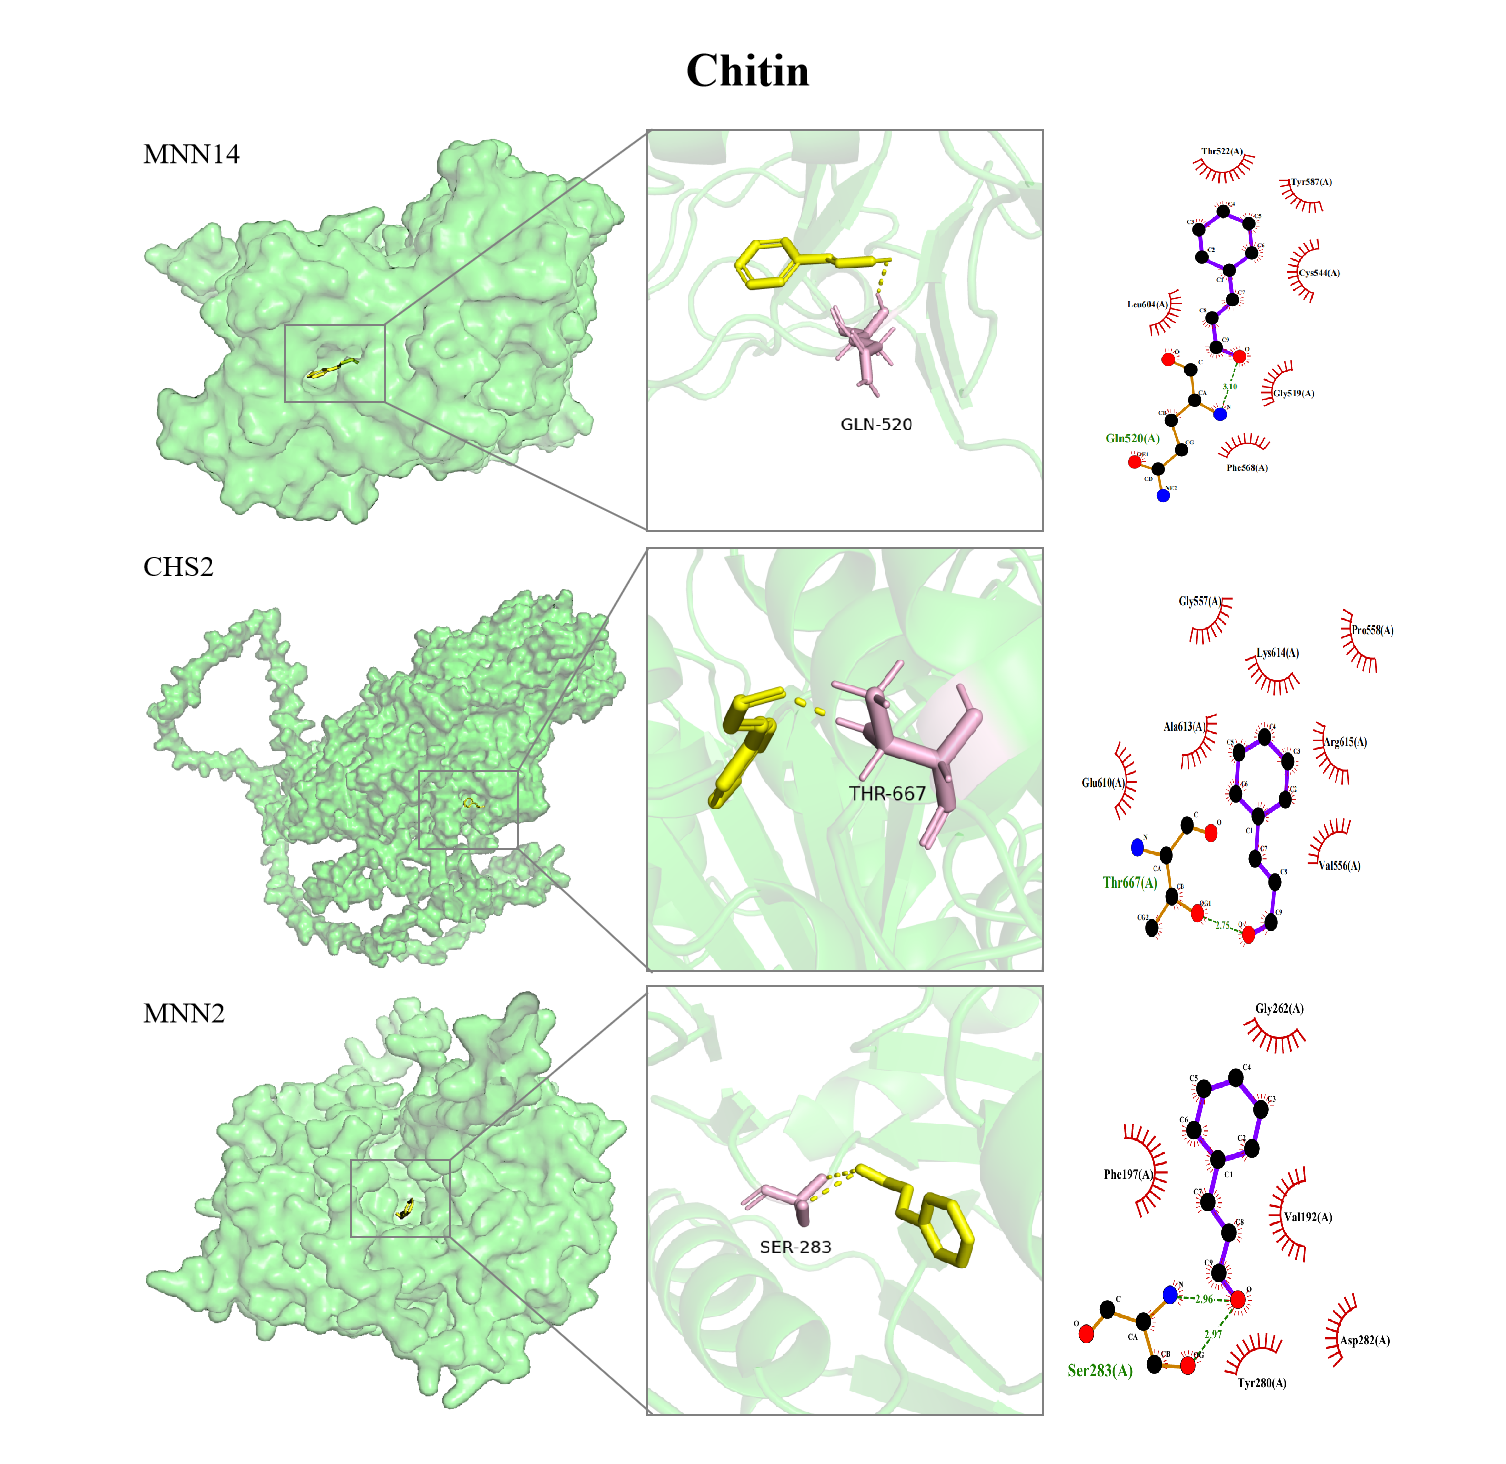

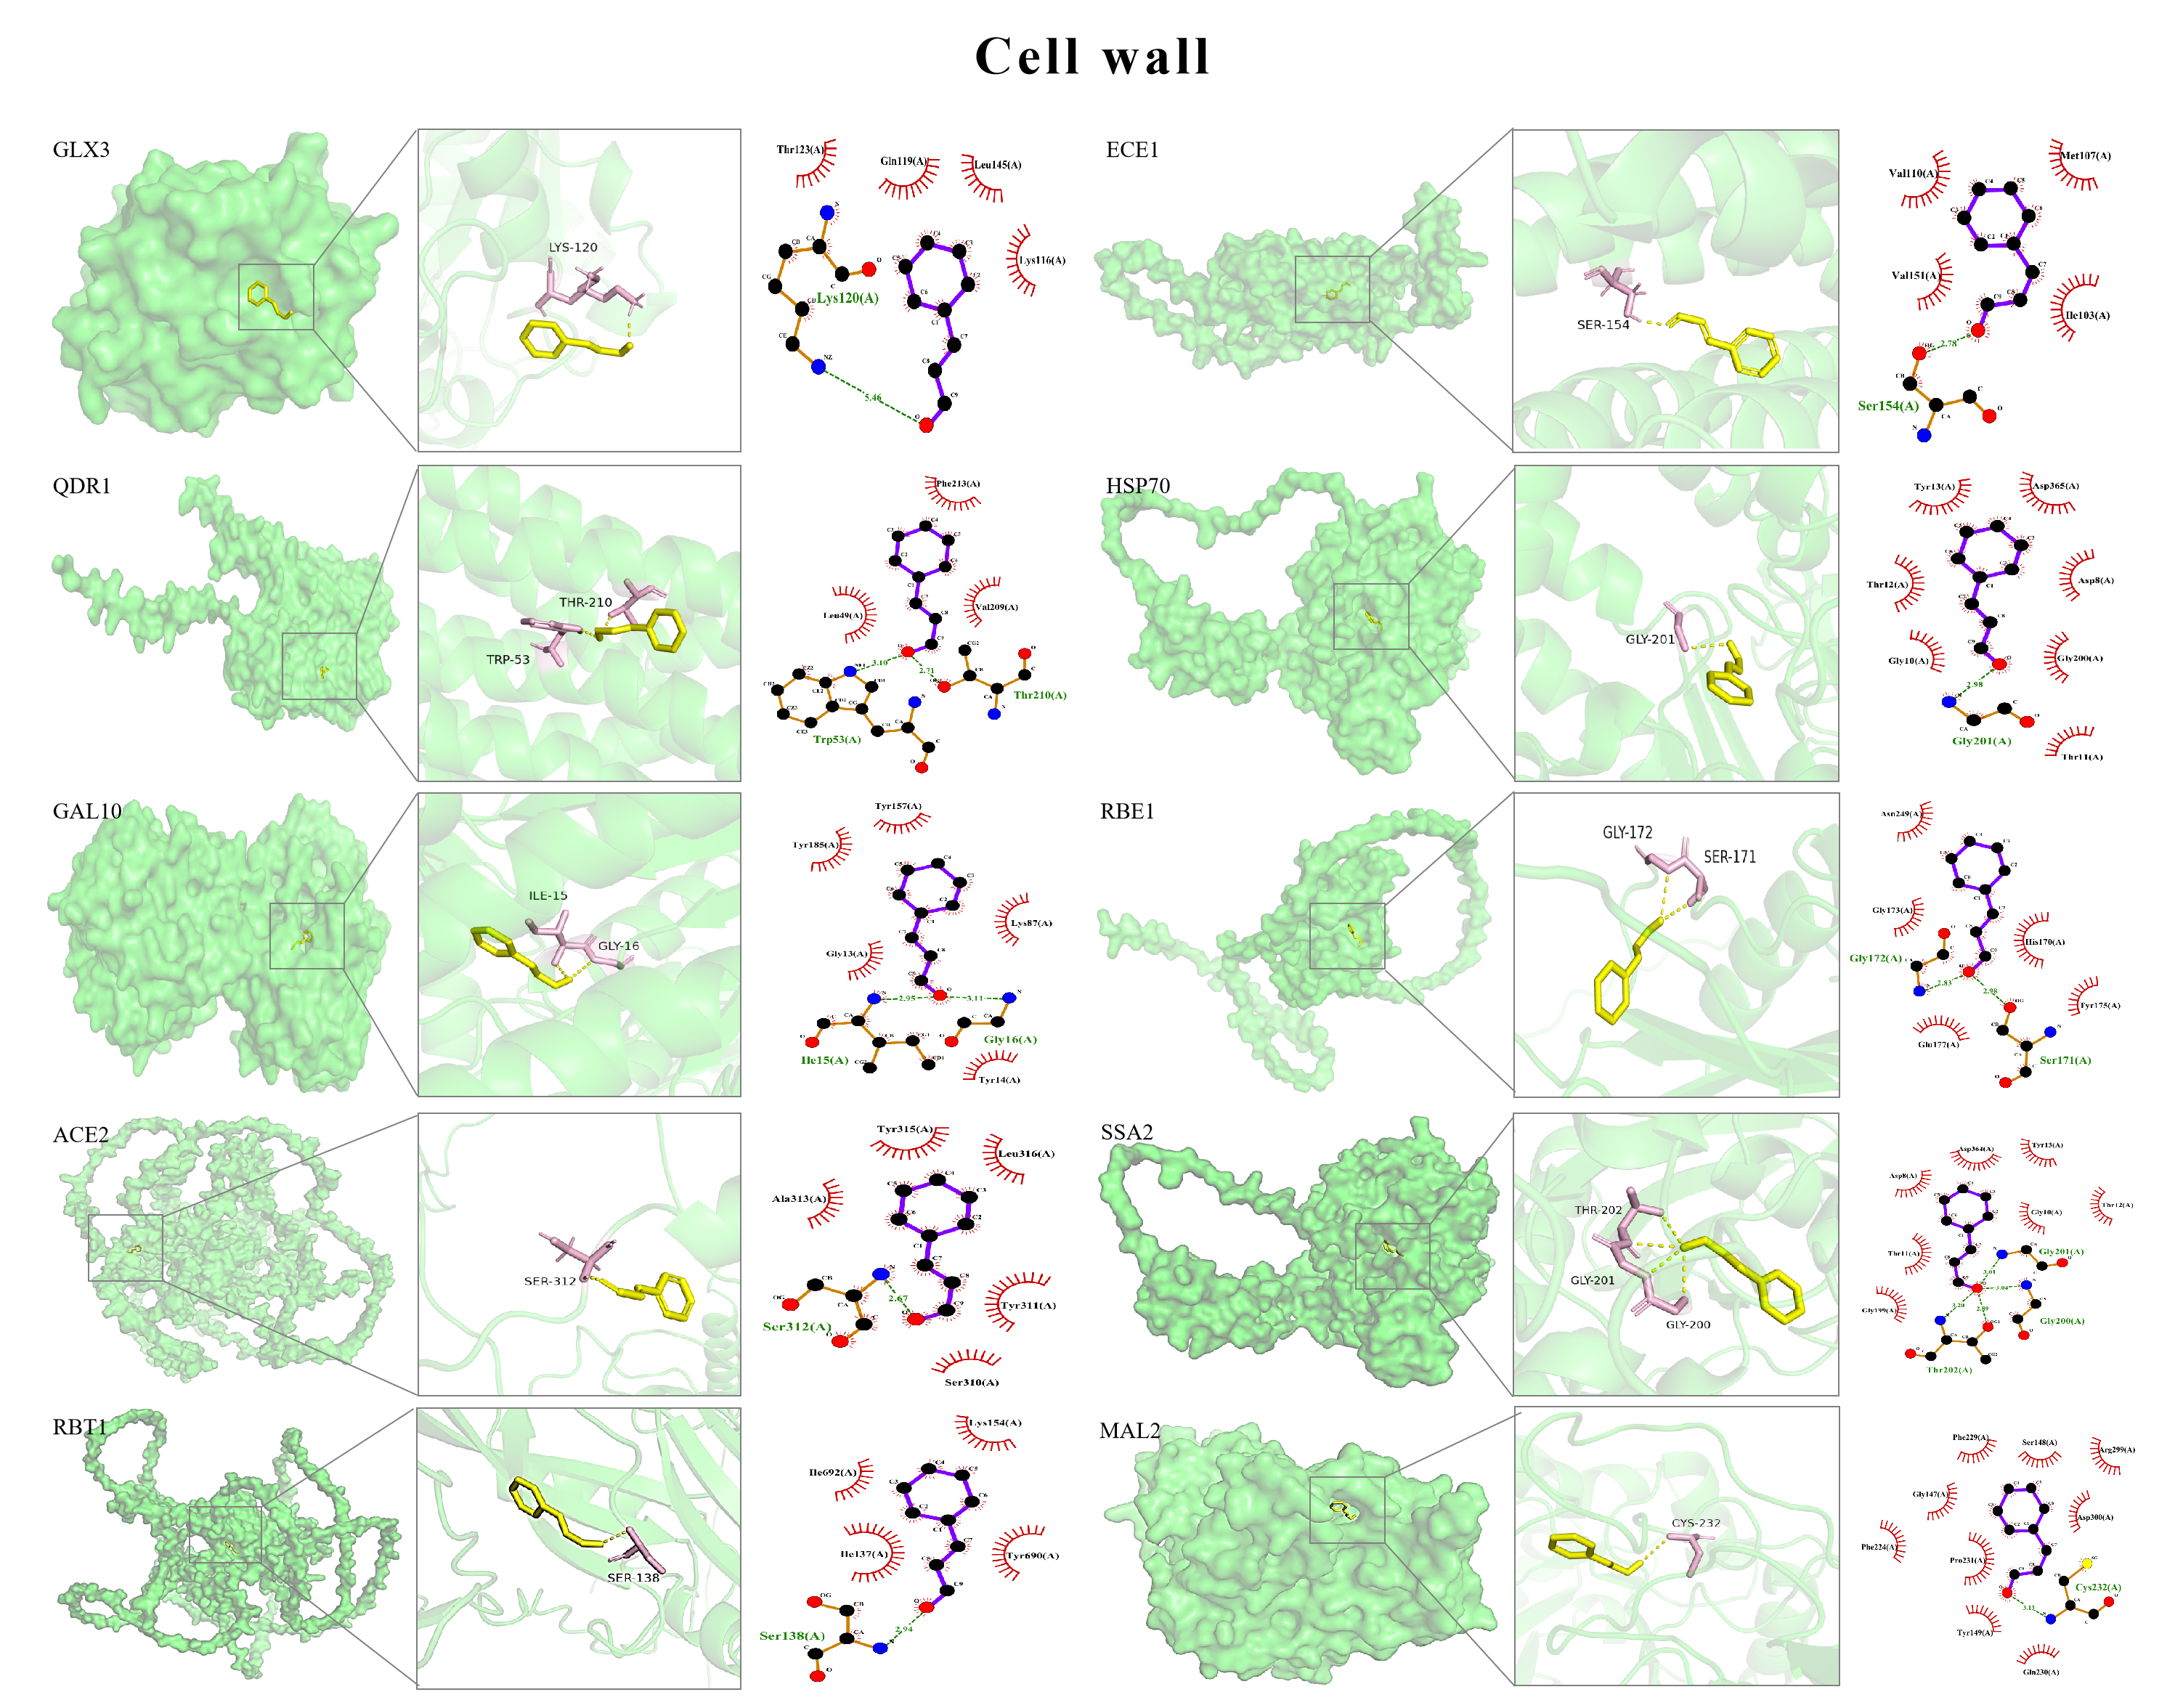

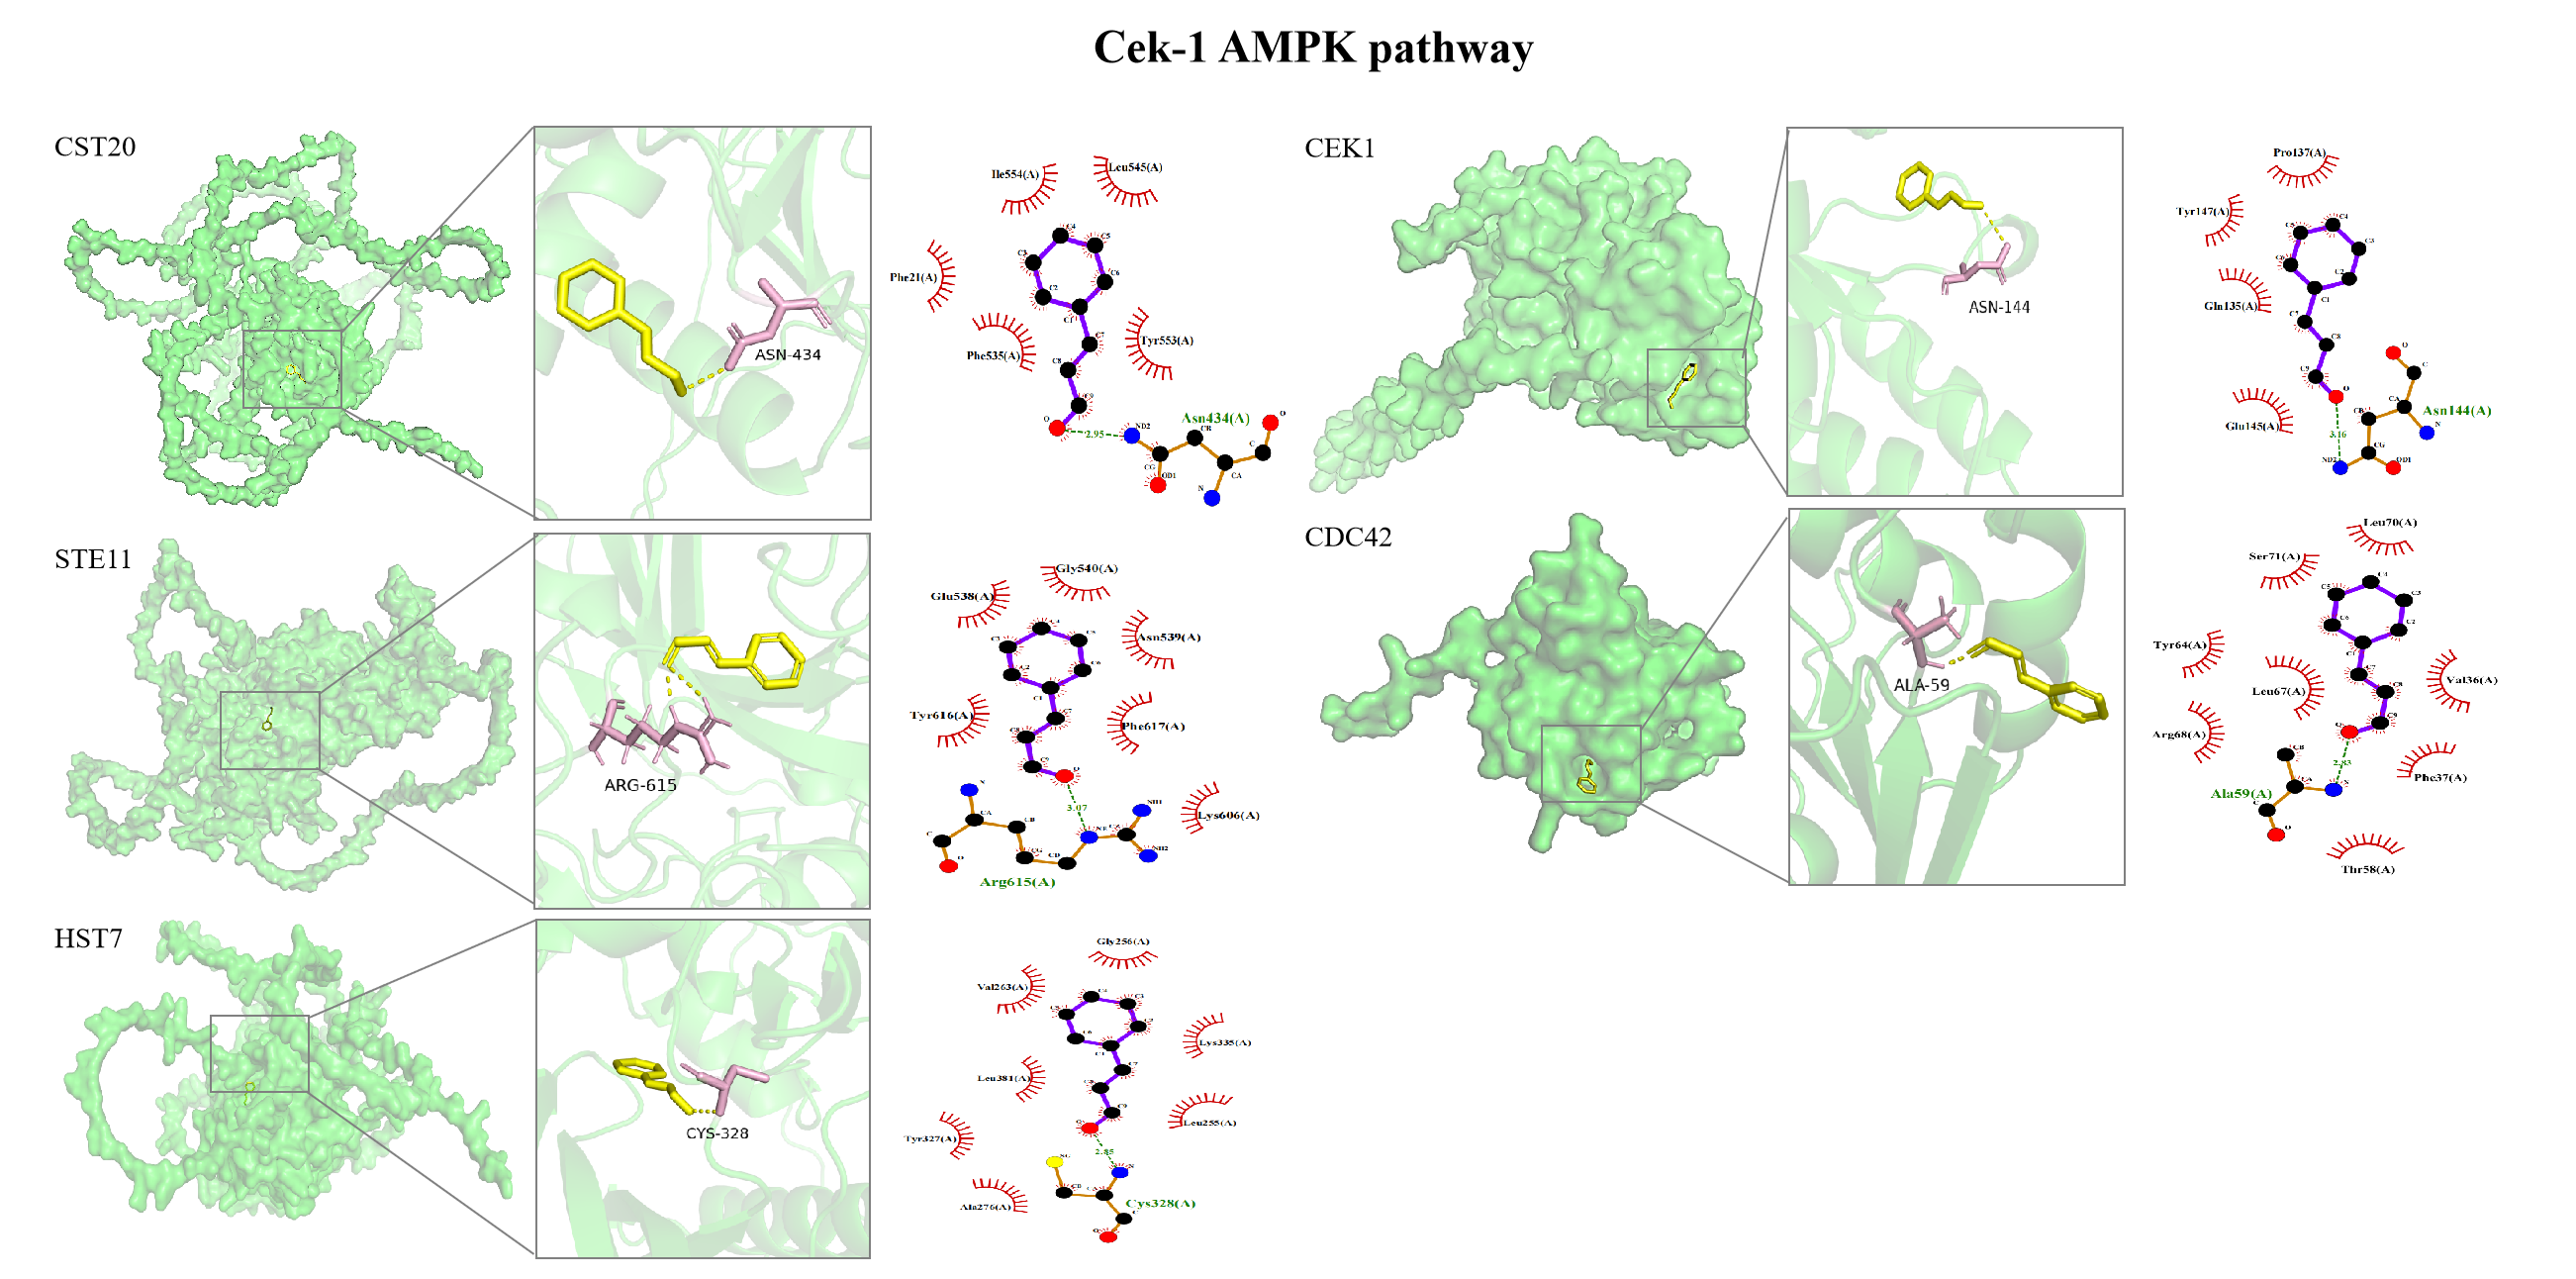

**Supplementary Figure S4**. Docking conformations of CIN with 13 β-glucan regulators, 3 chitin effectors,10 cell wall-associated proteins, and 5 components of CEK1 pathway.

How the deposited data were processed for this re-analysis (not part of the article)

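RNA-seq libraries from 6 cultures of *C. albicans* SC5314 were analysed, 3 grown with 31.25 μg/mL CIN for 24 h and 3 controls. Samples were assigned to groups from the sample labels, the methods and the names in Supplementary Table S3. The labels spell the second control in different ways, and its column was matched by that table. The authors deposited expected counts per gene, which RSEM v1.3.3 estimated after trimming with fastp v0.23.2 and alignment with HISAT2 to assembly ASM18296v3, the assembly named in the methods. These counts are not normalized, and replicates were not pooled. The authors also deposited TPM values, in which each library sums to 1000000. Both tables carry gene annotations. There were 4 columns of group means that were not used.

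Expected counts were rounded to whole numbers. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM scaling and filterByExpr, and Benjamini-Hochberg adjustment over 5842 tested genes. Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, as in the methods. Standard errors are the size of the log2 fold change divided by the square root of edgeR's F statistic. CPM values, counts per 1000000 counts of a library, are on the TMM scale. The common biological coefficient of variation was 0.0932. DESeq2 1.42.0 and limma 3.58.1 on log2 of the deposited TPM values plus a pseudocount of 1 or 0.1 were alternatives. A TPM fold change on that scale understates the change of genes with low values. Gene lists were tested with limma's camera at a preset correlation of 0.01, and with fry and an estimated correlation beside it. GO terms with 3 to 500 members and KEGG pathways of the deposited annotation were tested with a one-sided Fisher's exact test, with the annotated tested genes as the background. A test of GO terms with 5 to 500 members over all tested genes by camera was added after seeing the data. All 6263 genes of the count table matched an entry of the RefSeq gene table of the same assembly, from which coordinates were taken. The gene lengths hold no UTRs for most genes and are called coding lengths.

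On simulated counts with the real genes, means and library sizes, 3 libraries per group and 200 genes among 5836 changed by a log2 fold change of 1.5 or 2 in size, edgeR called 98.5% of the changed genes and 0 unchanged genes at both thresholds. DESeq2 called 97.5% among 5842 genes and limma on TPM 95.5% among 5805. At the adjusted p alone, unchanged genes made up 5.02% of the calls with edgeR, 8.85% with DESeq2 and 3.27% with limma on TPM. In simulated data without any change, edgeR called 0 genes. The simulated genes varied independently of each other, so these tests do not cover correlation between genes, and they do not cover changes close to the threshold of 1. The 200 genes were raised and lowered in equal number, so scaling between libraries under mostly lower genes is not covered either.

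Depth was 13915411 to 15912929 counts per library. At this depth a gene at 1 CPM has about 14 to 16 counts, and the log2 fold changes of such genes carry large standard errors (0.42 for CAALFM_C402190CA). With 3 libraries per group, the smallest exact permutation p is 0.1.

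The genes named in the text follow a rule written before the data were examined, although the values in the paper's figures had been seen. The rule takes the genes that the paper names for RNA-seq or RT-qPCR, with those readable in Fig. 3D. It adds the 10 genes lower and the 5 genes higher in CIN with the largest change among those past the adjusted p without overlap between groups. It also adds members of the gene lists past both thresholds. Genes listed as carriers of a GO term or pathway come from the term tests. The 8 lists were cell wall, β-glucan, Cek1, mannosylation, heat shock, hyphal, arginine biosynthesis and oxidative stress genes. The first 4 come from the paper, which chose the genes with these libraries in hand. The other 4 were written before the files were seen, and 10 genes are in more than 1 list. The heat shock, hyphal and arginine themes were taken from results that the paper reports from these libraries. Their set tests are therefore not independent evidence. The oxidative stress list came from a hypothesis that is not a claim of the paper.

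The alternatives changed the scaling, the tool, the filter on low counts, the unit, the pseudocount, the fold change threshold, the detection threshold, the input of the principal component analysis, the set test and the enrichment background. A fit with the replicate number as a block and fits with each library left out in turn were also run. The RT-qPCR, imaging, macrophage and docking experiments were not analysed here.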

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

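For the genes and the GO terms below, the comparison with DMSO and the separate tests of 1 and of 3 genes with each library left out were chosen after the result was seen (the latter were planned as 1 test of all 4 genes and divided once the values were known), as was the set test over all GO terms. The other tests were fixed before their values were seen.

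Of the 5 genes with the largest rise in CIN among those past the adjusted p without overlap between the groups, 4 are uncharacterized genes that the paper does not discuss, and their signal lay above the controls. CAALFM_C210650WA had a log2 fold change of 1.51 (adjusted p = 0.00246), CAALFM_C302340WA of 1.37 (adjusted p = 0.00568), CAALFM_C500530WA of 1.32 (adjusted p = 3.0e-04) and CAALFM_C402190CA of 1.32 (adjusted p = 0.0320, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads shared between paralogs are argued against, since 0 libraries had a count of these genes that was not whole. Without any 1 library, the largest adjusted p of the first 3 genes was 0.0223, so no single library decides their calls. For CAALFM_C402190CA it was 0.103, without CIN replicate 3 (log2 fold change 1.16), and the gene was not called there. It was also not called without control replicate 2 (adjusted p = 0.0927, same test), where the log2 fold change was 0.95. The same held without control replicate 3 (adjusted p = 0.0546, same test) and without CIN replicate 1 (1.22, adjusted p = 0.0846, same test). That gene had 4 to 13 counts per control library and 17 to 33 per CIN library, and CAALFM_C302340WA had 9 to 13 and 26 to 36, so the calls of both genes rest on few reads. DMSO in the control cultures only cannot be told apart from CIN for these genes, because 0 CIN libraries have a DMSO concentration in their labels. The effect of CIN itself remains open as the biological explanation.

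Over all tested genes, genes with the GO term vesicle-mediated transport were shifted upwards in CIN, a set that the paper does not discuss. Its 68 genes had a median log2 fold change of 0.30, and 85.3% of them were higher (limma's camera with a preset correlation, Benjamini-Hochberg adjusted p = 7.2e-05 over 1242 terms; fry 0.0301; estimated correlation 0.950). Only 2 of the genes, *HSP70* and *SSA2*, were called at both thresholds, and both were lower in CIN, against the direction of the set, with reads partly shared with other genes. Coding length is argued against, since the median lay at percentile 100 of 10000 random lists matched on coding length and mean expression, whose medians reached at most 0.21. Across all 5842 genes the Spearman correlation of log2 fold change and coding length was -0.160. Without control replicate 3 the set's median was 0.27 and the set was still past camera's threshold. Under the scaling that lowered the CIN libraries most (RLE size factors) the median was 0.29, and that of all genes was 0.01. Under total-count scaling these medians were 0.41 and 0.13. A scaling moves all genes nearly alike, so these values cannot test scaling between libraries as an explanation. They show only that the set's median stayed above that of all genes. DMSO in the control cultures only stays open, with 0 CIN libraries labelled with DMSO.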

How the results depend on the processing

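Scaling to the upper quartile or to total counts and all alternatives of the set test over GO terms were added after seeing the data, and the other alternatives were set before. Where a value changed, the cause was not tested unless stated.

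The count of 124 differentially expressed genes stayed within 1.5 times under edgeR with RLE size factors, DESeq2, no filter or a stricter filter on low counts, upper-quartile and total-count scaling and limma on TPM. It was 59 (2 higher, 57 lower) with glmTreat against 1.5-fold and 2205 (1041 higher, 1164 lower) with no fold change threshold, as the construction of these tests implies. The 14 higher genes became 9 with a mean count of 50 or more, 9 with limma on log2(TPM + 1) with or without a filter, 26 with upper-quartile scaling and 31 with total-count scaling. The share of lower genes was 88.7% in the main test, 77.6% with upper-quartile and 73.0% with total-count scaling. Total-count scaling moved the median log2 fold change of all genes from 0.02 to 0.13. At the adjusted p alone, total-count scaling gave 1794 higher and 763 lower genes, upper-quartile scaling 1484 and 924, and limma on log2(TPM + 1) 1162 and 779, so which direction prevailed depended on the scaling. With each library left out the calls ranged from 95 to 164, the higher genes from 6 to 27 and the lower genes from 84 to 144. Table S1 genes called were 9 with limma on log2(TPM + 1), with or without a filter, and 13 to 16 with a library left out.

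The replicate numbers do not pair the libraries, since the correlations of deviations of same-numbered libraries were -0.079, -0.171 and -0.269. The fit with the replicate block called 112 genes (12 higher, 100 lower), all among the 124.

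Genes detected in control only were 37 with a mean TPM of at least 1. Leaving out a library gave 6012 to 6018 genes in both groups, 13 to 27 in CIN only and 16 to 29 in control only. The share of the first principal component was 55.3% on log2(TPM + 1), 57.4% with genes scaled to unit variance, and 63.8% to 71.4% with a library left out.

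Of the 8 gene lists, 7 were past camera's threshold with the preset correlation, and with the estimated correlation none was. The adjusted p was then 0.189 for the cell wall, β-glucan, heat shock, hyphal and oxidative stress lists, 0.414 for arginine biosynthesis and 0.314 for mannosylation. With fry, which does not compare a list with the other genes, every list was past the threshold. The Cek1 list had an adjusted p of 0.00641 with fry, with direction up. Its median log2 fold change was 0.06 and none of its genes was called, so this does not set the list apart from other genes. With a library left out, with the replicate block or without the filter on low counts, each list kept its side of camera's threshold. The estimated correlation left 0 GO terms past the set test in either direction, and fry gave 177 higher and 132 lower, against 37 and 27 with camera. With a library left out, the set test gave 29 to 49 higher and 24 to 35 lower terms.

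Enriched GO terms were 20 among lower, 32 among higher and 1 among all genes with no fold change threshold, and KEGG pathways were 3. With a library left out, lower genes gave 6 to 15 terms, all called genes 7 to 8, higher genes 0, and KEGG pathways numbered 0 to 2.

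Each named gene was run under 11 to 14 of the alternatives with a test, which do not include upper-quartile and total-count scaling. Of these 879 values for 64 named genes, 844 kept their direction and side of the adjusted p, 27 lost the threshold, 1 (*OCH1*, without control replicate 2) passed it and 7 changed sign. The sign changes were in genes far from the threshold, and the cause was not tested. *ANP1* (-0.03) was at 0.0202 with limma on log2(TPM + 1), with or without a filter, at 0.0206 with limma on log2(TPM + 0.1), and between -0.0847 and 0.0241 with a library left out (0.00644 without control replicate 2). *CEK1* (0.04) ranged from -0.0574 to 0.0963 and *CST20* (0.06) from -0.0142 to 0.0971 with a library left out. Upper-quartile and total-count scaling, for which named genes have log2 fold changes but no test, changed the sign of *ANP1* (0.0357 and 0.0809) and *MNN2* (-0.0509 to 0.0117 and 0.0564). They also moved *HYR1*, *RBT1*, *CAS5*, *MNN14*, *STI1* and *OYE23* inside the fold change threshold, to between -0.97 and -0.94 with upper-quartile and between -0.92 and -0.89 with total-count scaling. Each of these scalings moved all named genes by nearly the same amount. The changes therefore show only which genes lay close to no change or to the threshold. Of 53 named genes past the adjusted p, 46 stayed past it under each alternative with a test. With the fold change threshold included, 32 of 45 named called genes were called whichever library was left out. *STI1* was not called without control replicate 3 (-0.80) and without CIN replicate 1 (-0.96). Of the 27 losses, 8 were in *HST7* and 6 in *XOG1*, which are not genes with low counts (89.4 to 157 CPM), and the cause was not tested. Another 11 were in *UEC1*, *BIO2* and CAALFM_C402190CA, at about 2 CPM or less, where few reads limit what this depth shows.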

Differences from the paper's values

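The paper reports 37 genes expressed exclusively in CIN, and 18 were found here. Among the other settings, a mean TPM of at least 1 (25 genes) and leaving out control replicate 3 (27) lie within 1.5 times of the paper's value. At least 1 count in every library (23), a mean TPM above 0.1 (14), at least 10 counts in total (22) and leaving out any other library (13 to 24) do not. With a mean TPM of at least 1, the counts were 5784 genes in both groups, 25 in CIN only, 37 in control only and 5846 in all. The first value and the total equal those of the paper's text. The values for each group match the numbers printed in Fig. 3A, while the paper's text gives them for the opposite groups.

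The paper describes its 35 RT-qPCR targets as differentially expressed genes, and 16 of the 35 were called here. None of the alternatives run for this count that kept the fold change threshold reached the paper's value, with a range from 9 to 16. Upper-quartile scaling, total-count scaling and glmTreat were not run for it. Without the fold change threshold, 24 genes passed the adjusted p. These add *GSC1*, *GSL2*, *PHR1*, *PHR2*, *MNT2*, *XOG1*, *CDC42* and *HST7*.

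The second principal component holds about 20% of the variance in Fig. 3B, read by eye, and 9.83% here. With log2(TPM + 1) as input it held 20.3%, and without CIN replicate 3 it held 15.1%, both within 1.5 times of the figure's value. The 500 genes of largest variance (10.1%), genes scaled to unit variance (13.3%) and leaving out any other library (10.3% to 13.3%) did not reach it.

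In the paper's Table S5, 7 genes carry the term cell wall, and 4 called genes carry the GO term of that name here. The background of all genes (4), DESeq2 (4), no fold change threshold (30), and leaving out control replicate 1 (4), control replicate 2 (2), CIN replicate 1 (4) or CIN replicate 3 (4) also differ. Leaving out control replicate 3 or CIN replicate 2 gives 5, within 1.5 times of the paper's value.

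The paper states that GO terms for protein folding, cell wall organization, hyphal cell wall and cell surface were enriched. All 4 had more called genes than the background rate here, with adjusted p-values of 0.234, 0.347, 0.318 and 0.304 (Fisher's exact test, Benjamini-Hochberg). Protein folding was past the threshold without control replicate 1 (0.0143 over all called genes), and over the lower genes also without control replicate 2 (0.0383). Terms for protein folding with cofactors and for chaperone binding were past it in the main test. The paper also names the MAPK pathway among the enriched KEGG pathways, and it had 3 called genes and an adjusted p of 1 here.

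The paper describes up-regulation of *GSL1* in RT-qPCR as going against the transcriptome. Its log2 fold change in the counts was 0.17 here and positive with each library left out (0.07 to 0.23), while that of *PHR2* was -0.31. The paper states that *CHS2* was up-regulated in the transcriptome, and its log2 fold change was 0.14 with an adjusted p of 0.151 (edgeR).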

Other observations

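The tests on chromosomes, on scaling for the share of lower calls, on DMSO, on RNA without a poly(A) tail, on the oxidative stress list's direction and on control replicate 3 for the heat shock list were chosen after the result was seen.

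Of the 10 ways to split the 6 libraries into 3 and 3, only 1, the real one, gave as many called genes as 124, and the 9 others gave 0 or 1. The same held for enriched GO terms (1 of 10 splits) and for gene lists past the set test (1 of 10 splits), although the other splits put 1 to 6 of the 8 lists past camera's threshold against 7 in the real split. For GO terms past the set test it was 2 of 10, with 14 to 77 terms in the other splits. Each other split still holds part of the difference between CIN and control, so these counts are no pure chance reference, and single terms were not followed through the splits. With 10 splits the share is never under 10%, so chance cannot be excluded by this count for any of these results.

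Structural RNA in the counts does not account for the calls. Without structural RNA genes before scaling, 120 protein-coding genes were called, against 119 in the main test. A change in chromosome copy number is argued against as well, since the largest median log2 fold change of a chromosome was 0.0509. The excess of lower over higher calls is less settled. Over 5 scalings the smallest share of lower calls was 73.0%, between the limits of 60% and 75% set for this test, so it cannot be told apart how much of the excess comes from scaling between libraries.

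Ribosomal RNA took 3.64 ± 0.760% of the counts in control and 1.67 ± 0.0830% in CIN (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest possible), although poly(A) RNA was selected. RDN18 had a log2 fold change of -1.52 and RDN25 of -1.12. The 8 tested structural RNA genes that are not rRNA fell too, with a median log2 fold change of -0.56 and 7 of 8 lower. A candidate explanation is that control libraries carried over more RNA without a poly(A) tail, and a lower level of these RNAs in CIN-treated cells was not tested apart from it.

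The genes of the nucleolus were shifted downwards in CIN. The 152 genes with this GO term had a median log2 fold change of -0.24, and 86.8% were lower (camera adjusted p = 4.4e-07, Benjamini-Hochberg over 1242 terms; fry 0.0820; estimated correlation 0.950). None was called at both thresholds. The median lay at percentile 0 of 10000 random lists matched on coding length and mean expression, which argues against coding length. It was -0.20 without control replicate 3, with the term still past camera's threshold, and -0.13 under total-count scaling, the smallest change over 5 scalings. The shift is thus not explained by that library alone. Total-count scaling also moved the median of all genes, from 0.02 to 0.13. The values under other scalings therefore cannot test scaling between libraries as an explanation. They show only that the nucleolar median stayed below that of all genes. DMSO in the control cultures only stays open, because the labels name no solvent for the CIN cultures. A lower demand for ribosomes in CIN may be proposed as a hypothesis.

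Heat shock genes were lower in CIN, with 18 of 19 tested genes below 0, and in 16 of 19 the highest control library was control replicate 3. That library alone does not explain the difference. Without it the median log2 fold change of the list was -0.76 and the list was past camera's threshold, and in 17 of 19 genes every CIN library lay below control replicates 1 and 2. The median of the list lay at percentile 0 of random lists matched on coding length and mean expression. Reads shared between paralogs are argued against for the list, since the 16 genes with whole counts in every library had a median of -0.95, while *HSP70*, *SSA2* and *HSP12* had counts that were not whole. DMSO in the control cultures only cannot be told apart from CIN, with 0 CIN libraries labelled with DMSO. The labels give 5% DMSO for the controls, and whether this raised chaperone genes there could not be tested.

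The largest fall among all called genes was in *MDR1*, which the paper does not name, at 72.7 ± 19.8 CPM in control and 6.54 ± 1.33 in CIN (SD, n = 3 each; log2 fold change -3.48, standard error 0.21, adjusted p = 3.5e-05, edgeR). *GRP2* fell by 3.23 on the same scale. Reads shared between paralogs are argued against, since 0 libraries had a count of either gene that was not whole. DMSO in the control cultures only stays open for these and the other largest falls, because the labels name no solvent for the CIN cultures. *ATX1* (-2.26), *PRN3* (-2.17) and the uncharacterized genes CAALFM_C700350CA (-3.28), CAALFM_CR08270WA (-2.32), CAALFM_C105970WA (-2.25) and CAALFM_C501990WA (-2.19) were among the 10 largest falls. The last 3 had under 4 CPM in control. CAALFM_C700350CA was at -2.64 without control replicate 3 and CAALFM_C105970WA at -2.87 without CIN replicate 3.

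Because CIN is an aldehyde, it was asked whether oxidative stress genes rise in CIN. They did not. The 18 genes of a list had a median log2 fold change of -0.35, with 14 lower and 4 higher (camera adjusted p = 0.00210, direction down; fry 0.00641; estimated correlation 0.189). *OYE23* was the only gene of the list past both thresholds (-1.02), and was not past them without control replicate 3 (-0.86), without CIN replicate 2 (-0.99) or without CIN replicate 3 (-0.90). After 24 h an early rise would not be seen, and no earlier time point was analysed here. A list of 16 hyphal genes had a median of -0.54 (camera adjusted p = 1.3e-04; fry 0.00569; estimated correlation 0.189), with 3 genes called, all lower (*ECE1*, *HYR1* and *RBT1*), which are also in the cell wall list. Without control replicate 2, *HYR1* (-0.78) and *RBT1* (-0.89) were no longer called, and *RBT1* was also not called without CIN replicate 1 (-0.91).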
